# Characterization of *ZmPMP3g* function in drought tolerance of maize

**DOI:** 10.1038/s41598-023-32989-4

**Published:** 2023-05-05

**Authors:** Ling Lei, Hong Pan, Hai-Yang Hu, Xian-Wei Fan, Zhen-Bo Wu, You-Zhi Li

**Keywords:** Plant molecular biology, Plant stress responses

## Abstract

The genes enconding proteins containing plasma membrane proteolipid 3 (PMP3) domain are responsive to abiotic stresses, but their functions in maize drought tolerance remain largely unknown. In this study, the transgenic maize lines overexpressing maize *ZmPMP3g* gene were featured by enhanced drought tolerance; increases in total root length, activities of superoxide dismutase and catalase, and leaf water content; and decreases in leaf water potential, levels of O_2_^−·^and H_2_O_2_, and malondialdehyde content under drought. Under treatments with foliar spraying with abscisic acid (ABA), drought tolerance of both transgenic line Y7-1 overexpressing *ZmPMP3g* and wild type Ye478 was enhanced, of which Y7-1 showed an increased endogenous ABA and decreased endogenous gibberellin (GA) 1 (significantly) and GA3 (very slightly but not significantly) and Ye478 had a relatively lower ABA and no changes in GA1 and GA3. *ZmPMP3g* overexpression in Y7-1 affected the expression of multiple key transcription factor genes in ABA-dependent and -independent drought signaling pathways. These results indicate that *ZmPMP3g* overexpression plays a role in maize drought tolerance by harmonizing ABA-GA1-GA3 homeostasis/balance, improving root growth, enhancing antioxidant capacity, maintaining membrane lipid integrity, and regulating intracellular osmotic pressure. A working model on ABA-GA-Z*mPMP3g* was proposed and discussed.

## Introduction

The genes that encode proteins with a plasma membrane proteolipid 3 (PMP3) domain are present across prokaryotes and eukaryotes and frequently associated with responses to abiotic stresses, forming a PMP3 family^1,2^. The name of PMP3 proteins varies with species, such as low temperature inducible 6 (LTI6) and rare cold inducible 2 (RCI2) proteins due to their homology with AtRCI2A/B of Arabidopsis (*Arabidopsis thaliana*)^1,2^. PMP3/RCI2 proteins are small hydrophobic membrane proteins (about 52–64 amino acids in length) of two transmembrane domains and a hydrophilic C-terminal tail for almost half the RCI2s, which can be divided into differnt structural groups^1,2^. Because *PMP3*s/*RCI2*s are mostly found in response to salt stress they are often labelled as salt-tolerant genes in most cases although their expression is also markedly induced by cold and drought^1,2^.

*AtRCI2A* plays a role directly or indirectly for avoiding over-accumulation of excess Na^+^ and K^+^ ions at a cellular level, with contributions to salt tolerance at a whole plant level of Arabidopsis^1,2^. The enhanced salt tolerance of transgenic alfalfa chimera overexpressing alfalfa (*Medicago sativa* L.) genes of *MsRCI2D* and *MsRCI2E* is correlated with the increased enzyme activities of superoxide dismutase (SOD), peroxidase (POD), catalase (CAT), and glutathione reductase, and the lower Na^+^/K^+^ ratio in transgenic hairy roots^3^. Overexpressing *CsRCI2D* from *Camelina sativa* increases intracellular lipid content and therefore enhances high temperature tolerance of transgenic camelina lines^4^. The *AcPMP3-1* of halophyte *Aneurolepidium chinense* is essential for regulating Na^+^/K^+^ transportation between plant roots and the outer environment under salt stress^5^. Transgenic tobacco expressing *AlTMP1* of *Aeluropus littoralis* exhibits the enhanced tolerance to salt, drought, osmotic, H_2_O_2_, heat and freezing stresses at the seedling stage, however, which had a higher tolerance to drought than to salinity^6^.

In spite of their high similarity, conserved subcellular localization, and common origin, functional roles of different RCI2 proteins may be distinct^7^. Arabidopsis *AtRCI2*s except *AtRCI2C* and *AtRCI2H* of no functions are reported to contribute tolerance to cold, drought, and salt, and barley *Hvblt101.1* is found to function in cold and salt tolerance rather than drough tolerance^1^. Three alfalfa *MsRCI2*s, *MsRCI2A, MsRCI2B*, and *MsRCI2C*, have functional differences in tolerance to alkali and salt^8^. Anyway, the precise mechanisms that *RCI2*s contribute to abiotic stress tolerance remain largely unknown^2^.

Maize is one of the three major crops^9^. Identification of functional genes with drought tolerance is necessary and important for molecular breeding of maize drought tolerance because this crop is quite susceptible to drought^10^. So far, a total of 11 maize *PMP3*/*RCI2* genes are found^1^, including *ZmPMP3-1* to *ZmPMP3-8*, *ZmRCI2-3*, *ZmRCI2-8*, and *ZmRCI2-9*. Eight ZmPMP3 proteins are categorized into three groups^11^, of which ZmPMP3-1, ZmPMP3-5, ZmPMP3-7 and ZmPMP3-8 belong to the group I, ZmPMP3-4 and ZmPMP3-6 are in the group II, and ZmPMP3-2 is under the group III^11^. Up to now, *ZmPMP3*s are documented to function in salt tolerance^11^. The *ZmRCI2*s are considered to be related to drought tolerance because the expression is responsive to drought^12^. Nevertheless, there is no functional experimental evidence, and the detailed mechanisms of the *ZmPMP3*s in drought tolerance of maize are still unknown.

Based on the transcriptome of maize inbred line YQ7-96 under salt stress, we cloned an early drought stress-inducible gene (GenBank accession no. EC869579.1), numbered RA33G4 and now named *ZmPMP3g*, which encods a PMP3 domain protein^13^. We inferred that *ZmPMP3g* could likely confer drought tolerance of maize. To confirm the assumption, in the present study, *ZmPMP3g* function in drought tolerance of maize was investigated.

## Results

### *ZmPMP3g* gene

The *ZmPMP3g* had 99% sequence identity with a *LTI6B* (GenBank accession no. EU961419.1/EU954644.1) and 97% sequence identity with an early drought induced protein gene (GenBank accession no. NM_001114162) of maize at nucleotide level, respectively. The encoded protein ZmPMP3g was composed of 58 amino acid residues, showing 100% identity with an early drought-inducible protein (GenBank accession no. ABY71210.1) and ZmPMP3-1 protein (EU364508) of maize at amino acid level, respectively.

### Transgenic maize lines overexpressing *ZmPMP3g*

The *ZmPMP3g* gene was introduced into 4 Chinese maize elite inbred lines of Chang7-2 (C7-2), Huangzao4 (HZ4), Ye478 (Y48), and Zheng58 (Z58)^14^, respectively. The transformed plants were subjected to herbicide Basta resistance screening (Supplementary Fig. S1) and analyses of polymerase chain reaction (PCR) (Supplementary Fig. S2). A total of 7 transgenic lines were further identified by Southern blotting from T4-generation transgenic plants, which were numbered as C6-1, C3-1 and C-7-2 derived from C7-2, H2-3 derived from HZ4, Y7-1 derived from Y48, and Z1-3 and Z3-1 derived from Z58. Southern blotting indicated that there were 2 expression constructs inserted in C6-1 and Z1-3, and 1 expression construct inserted in C-7-2, C3-1, H2-3, Y7-1, and Z3-1 (Supplementary Fig. S3).

The subsequent experiments focused on transgenic lines of C-7-2, H2-3, Y7-1, and Z3-1 containing 1 inserted expression construct. Quantitative PCR (qPCR) analysis showed that the *ZmPMP3g* expression level was significantly higher in T4-generation transgenic plants than in respective non-trangenic wild type plants (Fig. 1).

**Figure 1:**
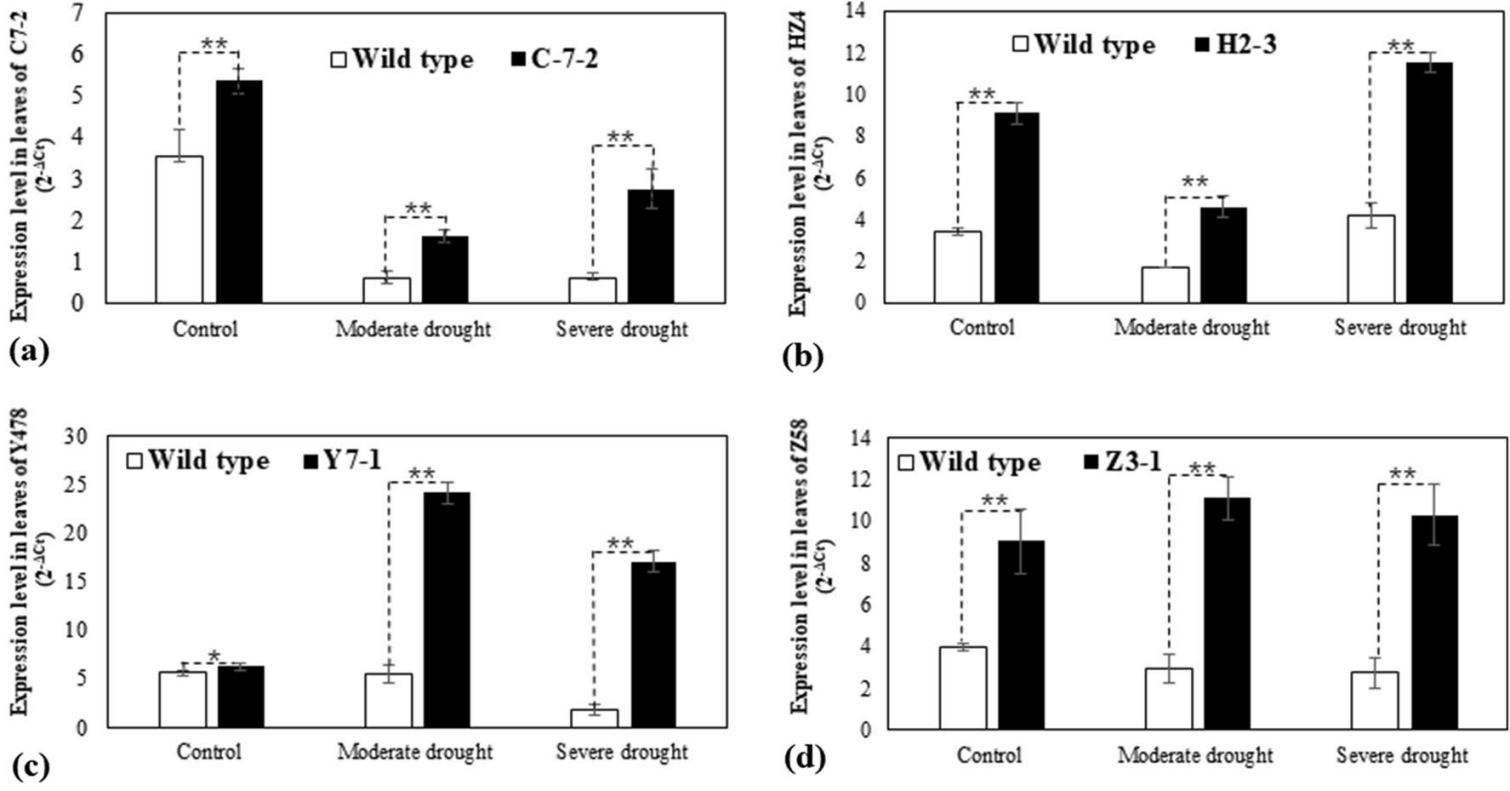
The expression of *ZmPMP3g* in pot-grown maize. The analyses were conducted by qPCR on the second fully-expanded leaves down from the top of the plants. Transgenic plants analyzed were from T4-generation lines. The leaf sampling was conducted on the second day after the pot mix moisture was at the upper threshold of 50% for moderate drought and 40% for severe drought, respectively. Each datum was the mean ± standard deviation (SD) from 3 individual plants selected at random. The single asterisk (*) and double asterisk (**) indicated significant differences at *p* < 0.05 and *p* < 0.01, respectively. C7-2, Maize inbred line Chang7-2; C-7-2, C7-2 overexpressing *ZmPMP3g*; HZ4, Maize inbred line Huangzao4; H2-3, HZ4 overexpressing *ZmPMP3g*; qPCR, Quantitative PCR; T4, Transgenic generation 4; Y478, Maize inbred line Ye478; Y7-1, Y478 overexpressing *ZmPMP3g*; Z58, Maize inbred line Z58; Z3-1, Z58 overexpressing *ZmPMP3g*.

### Drought tolerance of maize

The transgenic plants were relatively more tolerant to drought than respective wild type plants especially under severe drought in pot experiments (Fig. 2).

**Figure 2:**
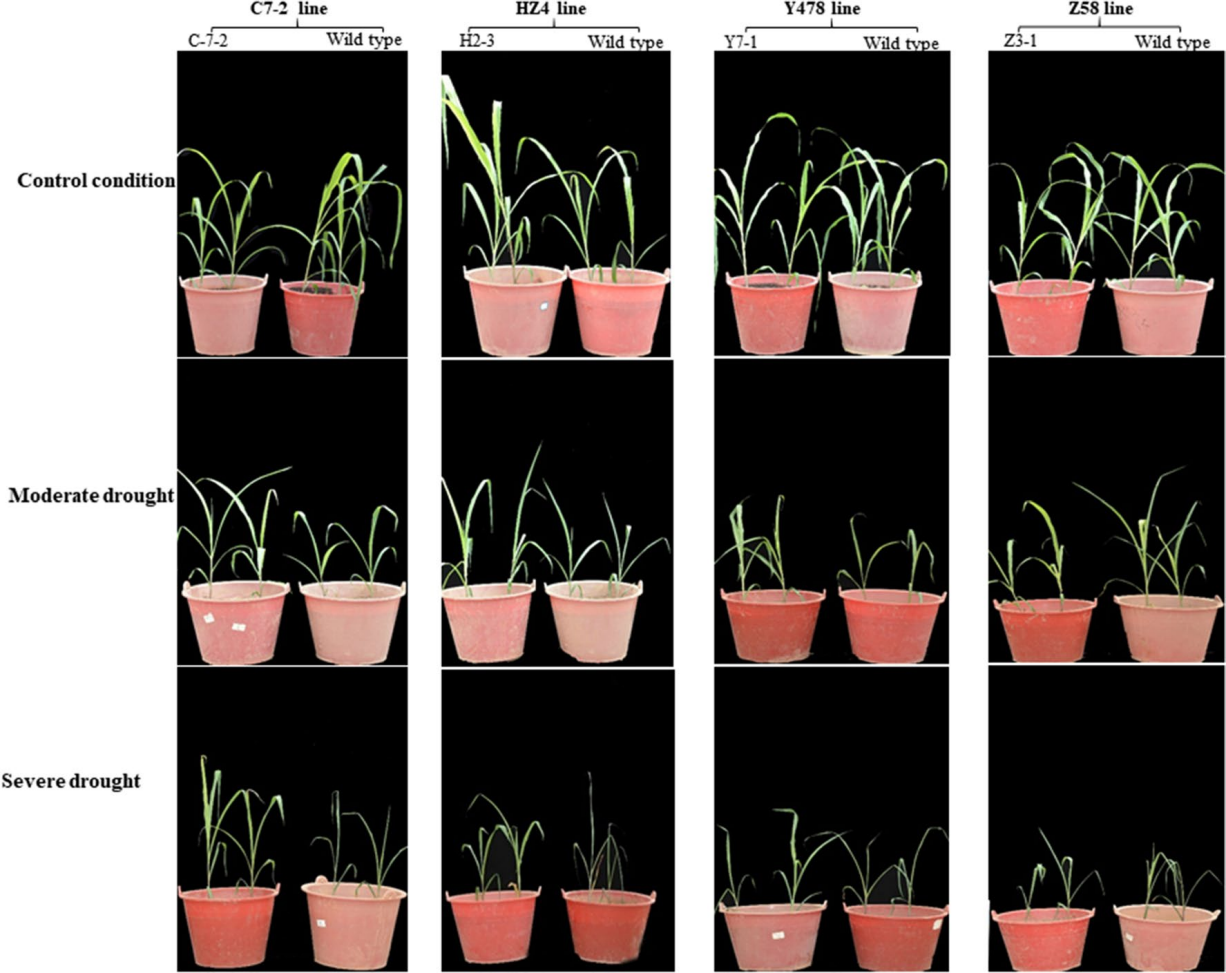
Drought tolerance phenotype of pot-grown maize plants. Photos were taken on the second day after the pot mix moisture was at the upper threshold of 50% for moderate drought and 40% for severe drought, respectively. Transgenic plants analyzed were from T4-generation lines. C7-2, Maize inbred line Chang7-2; C-7-2, C7-2 overexpressing *ZmPMP3g*; HZ4, Maize inbred line Huangzao4; H2-3, HZ4 overexpressing *ZmPMP3g*; T4, Transgenic generation 4; Y478, Maize inbred line Ye478; Y7-1, Y478 overexpressing *ZmPMP3g*; Z58, Maize inbred line Z58; Z3-1, Z58 overexpressing *ZmPMP3g*.

The transgenic plants had a lower leaf wilting index (Fig. 3a), higher leaf relative water contents (RWC) (Fig. 3b), and lower leaf water potentials (LWP) under drought (Fig. 3c). The average total root length was found to significantly increase in transgenic lines of H2-3 and Y7-1, and slightly but not significantly in transgenic line C-7-2 under drought (Fig. 4).

**Figure 3:**
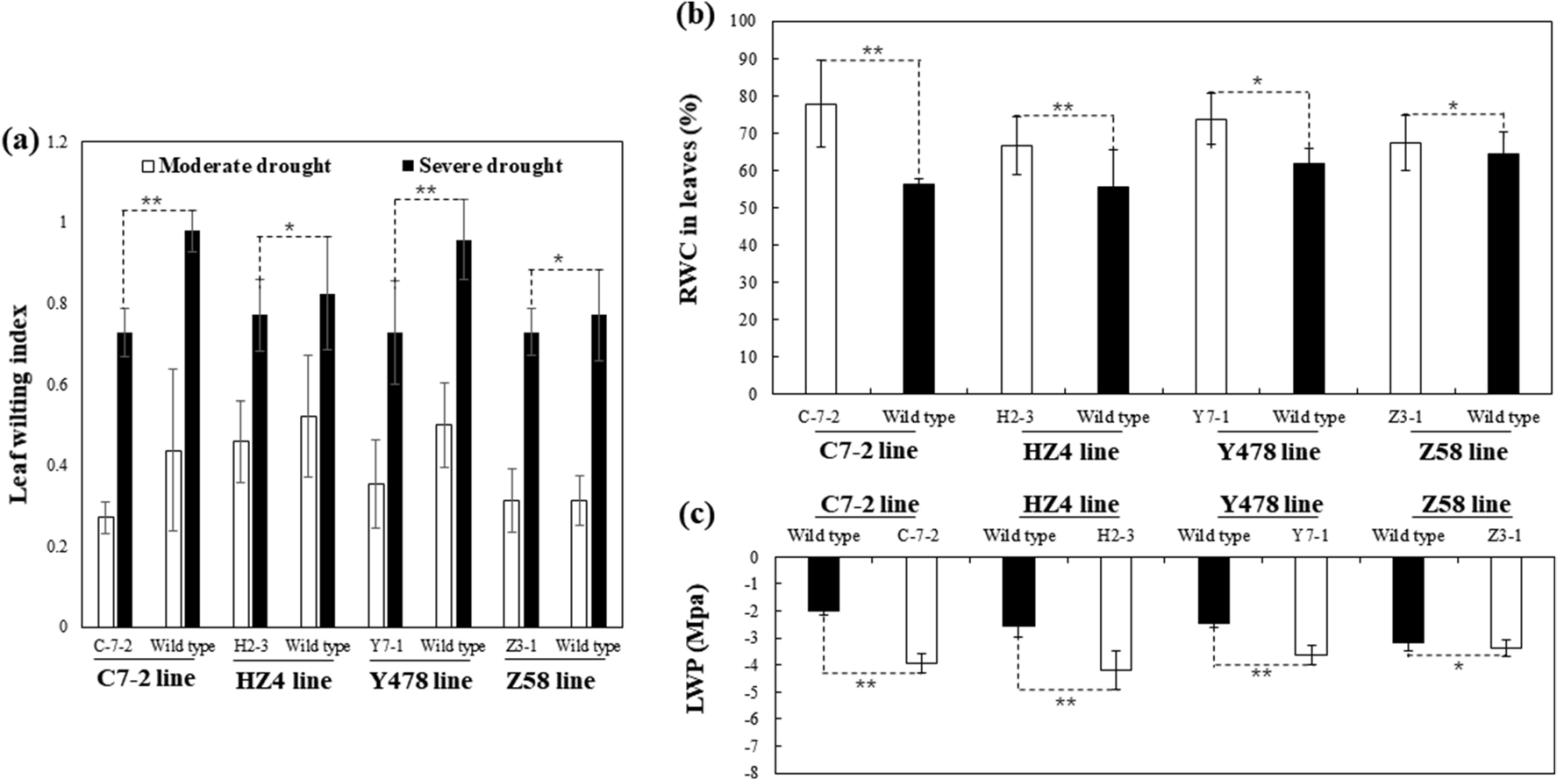
Leaf wilting index (**a**), leaf RWC (**b**), and LWP (**c**) of pot-grown maize. Analyses were conducted on the second day after the pot mix moisture was at the upper threshold of 50% for moderate drought and 40% for severe drought, respectively. Transgenic plants analyzed were from T4-generation lines. The leaf wilting index for each line under each treatment was calculated based on all leaves of 5 individual plants selected at random. The RWC and LWP were analzyed by using the second fully-expanded leaves down from the top of 3 individual plants selected at random under moderate drought and presented as the mean ± SD. The single asterisk (*) and double asterisk (**) indicated significant differences at *p* < 0.05 and *p* < 0.01, respectively. C7-2, Maize inbred line Chang7-2; C-7-2, C7-2 overexpressing *ZmPMP3g*; HZ4, Maize inbred line Huangzao4; H2-3, HZ4 overexpressing *ZmPMP3g*; LWP, Leaf water potential; RWC, Relative water content; SD, Standard deviation; T4, Transgenic generation 4; Y478, Maize inbred line Ye478; Y7-1, Y478 overexpressing *ZmPMP3g*; Z58, Maize inbred line Z58; Z3-1, Z58 overexpressing *ZmPMP3g*.

**Figure 4:**
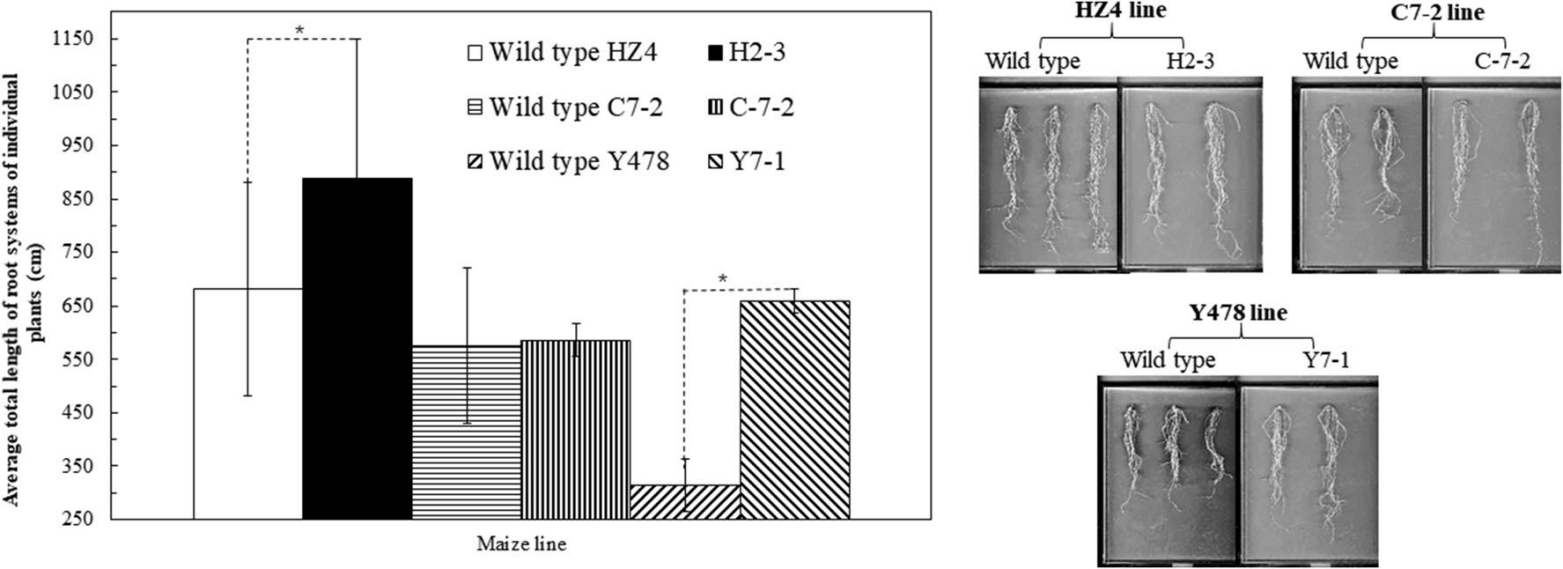
The total root length of pot-grown maize. Analyses were conducted on the third day after the pot mix moisture was at the upper threshold of 40% for severe drought. Transgenic plants analyzed were from T4-generation lines. The data of transgenic line Z3-1 and wild type Z58 were not available. Each datum was the mean ± SD from root systems of 5 individual plants selected at random. The single asterisk (*) indicated a significant difference at *p* < 0.05. C7-2, Maize inbred line Chang7-2; C-7-2, C7-2 overexpressing *ZmPMP3g*; HZ4, Maize inbred line Huangzao4; H2-3, HZ4 overexpressing *ZmPMP3g*; SD, Standard deviation; T4, Transgenic generation 4; Y478, Maize inbred line Ye478; Y7-1, Y478 overexpressing *ZmPMP3g*; Z58, Maize inbred line Zheng58; Z3-1, Z58 overexpressing *ZmPMP3g*.

### Betaine and total sugar

The betaine content significantly increased in leaves of the transgenic plants (Fig. 5a). The total soluble sugar content had no significant changes in leaves of transgenic lines of H2-3 and C-7-2 but significantly increased in leaves of transgenic lines of Y7-1 and Z3-1 (Fig. 5b).

**Figure 5:**
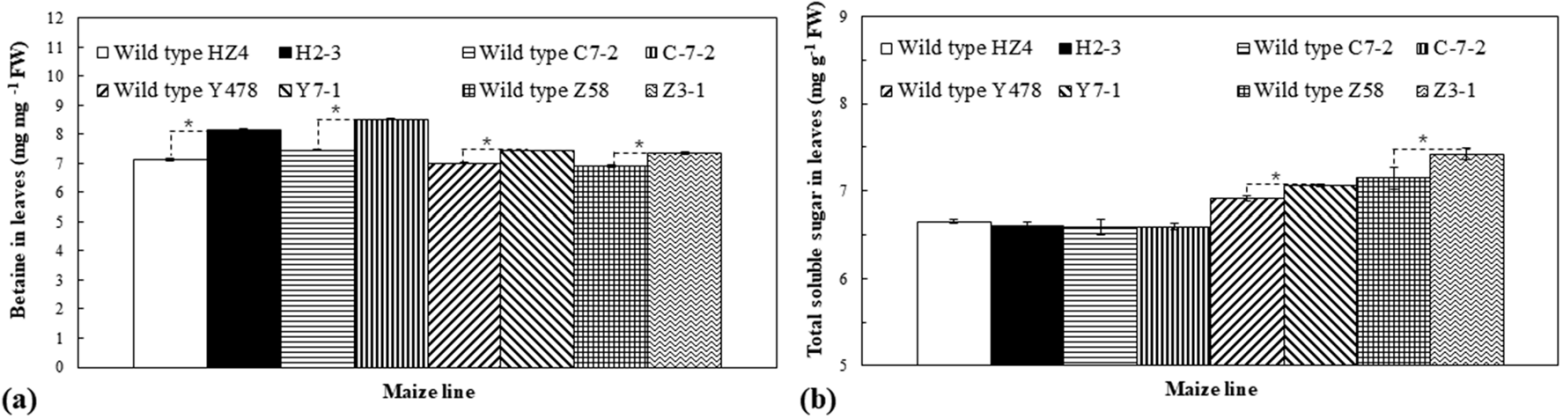
The contents of betaine (**a**) and total soluble sugar (**b**) of pot-grown maize. Analyses were conducted on the third day after the pot mix moisture was at the upper threshold of 40% for severe drought. Transgenic plants analyzed were from T4-generation lines. Each datum was the mean ± SD from root systems of 3 individual plants selected at random. The single asterisk (*) indicated a significant difference at *p* < 0.05. C7-2, Maize inbred line Chang7-2; C-7-2, C7-2 overexpressing *ZmPMP3g*; FW, Fresh weight; HZ4, Maize inbred line Huangzao4; H2-3, HZ4 overexpressing *ZmPMP3g*; SD, Standard deviation; T4, Transgenic generation 4; Y478, Maize inbred line Ye478; Y7-1, Y478 overexpressing *ZmPMP3g*; Z58, Maize inbred line Z58; Z3-1, Z58 overexpressing *ZmPMP3g*.

### Reactive oxygen species (ROS), malondialdehyde (MDA), and antioxidant enzyme activity

The leaves of the transgenic plants showed lower contents of O_2_^−·^ (Fig. 6a), H_2_O_2_ (Fig. 6b) and MDA (Fig. 6c), and higher activities of antioxidant enzymes SOD (Fig. 6d) and CAT (Fig. 6e) than those in leaves of respective wild type lines when pot-grown under severe drought.

**Figure 6:**
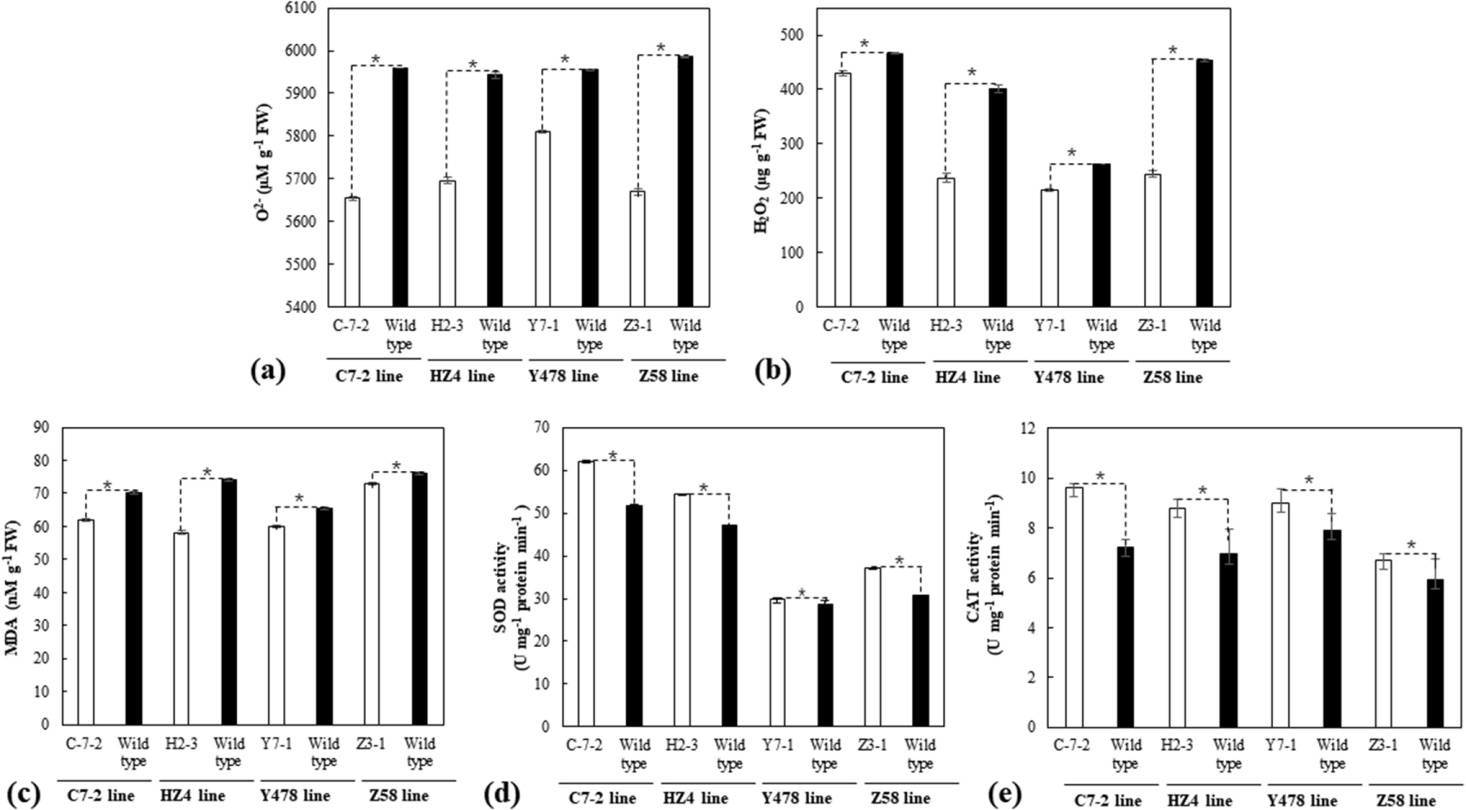
The contents of O_2_^−·^ (**a**), H_2_O_2_ (**b**), MDA (**c**), SOD (**d**), and CAT (**e**) in pot-grown maize. Analyses were conducted on the second day after the pot mix moisture was at the upper threshold of 40% for severe drought. Transgenic plants analyzed were from T4-generation lines. Each datum was the mean ± SD from the second fully-expanded leaves down from the top of 3 individual plants selected at random. The single asterisk (*) indicated a significant difference at *p* < 0.05. CAT, Catalase; C7-2, Maize inbred line Chang7-2; C-7-2, C7-2 overexpressing *ZmPMP3g*; FW, Fresh weight; HZ4, Maize inbred line Huangzao4; H2-3, HZ4 overexpressing *ZmPMP3g*; MDA, Malondialdehyde; SD, Standard deviation; SOD, Superoxide dismutase; T4, Transgenic generation 4; Y478, Maize inbred line Ye478; Y7-1, Y478 overexpressing *ZmPMP3g*; Z58, Maize inbred line Z58; Z3-1, Z58 overexpressing *ZmPMP3g*.

### Growth of Y7-1 and Y478 under exogenous ABA

The transgenic line Y7-1 and the corresponding wild type Y478 grew better under control treatment (Fig. 7a) than under moderate drought treatments without (Fig. 7b) or with spraying with exogenous ABA (Fig. 7c). Either Y7-1 or Y478 grew better under a combined treatment of moderate drought and exogenous ABA (Fig. 7c) than under moderate drought treatment (Fig. 7b). Anyway, Y7-1 was more tolerant to drought than Y478 (Fig. 7b,c).

**Figure 7:**
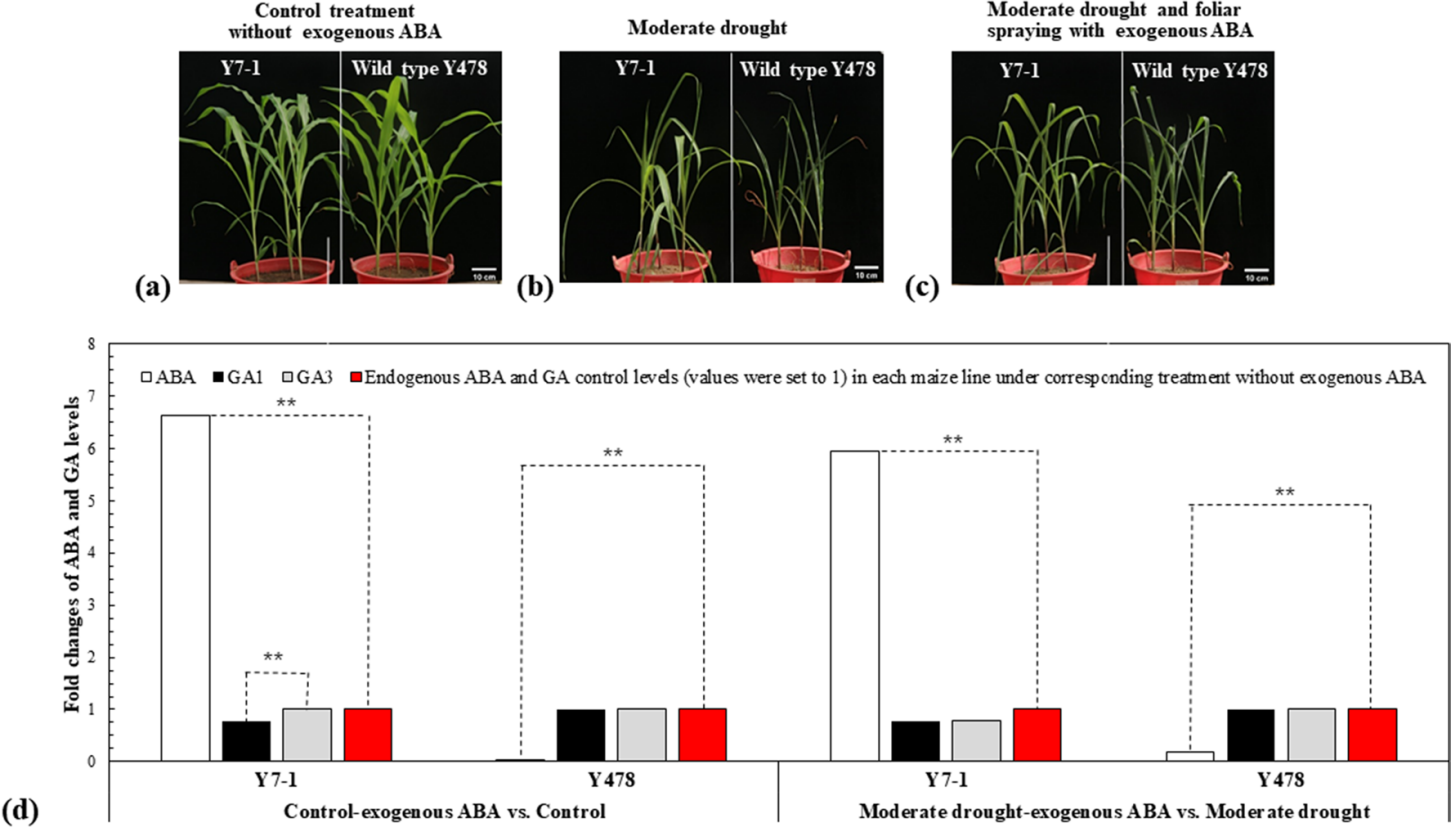
Phenotypes (**a**–**c**), and GA1 and GA3 level changes (**d**) of transgenic line Y7-1 and wild type Y478 pot-grown under treatments without or with foliar spraying with exogenous ABA. In (**a**–**c**), analyses were conducted after 9 days of foliar spraying with exogenous ABA. Y7-1 was T4-generation lines. Spraying with exogenous ABA started on the first day after the pot mix moisture was at the upper thresholds of 50%. In (**d**), the second fully-expanded leaves down from the tope of 3 individual plants selected at random were analyzed, where each datum represented the the fold value of change under foliar spraying with exogenous ABA in comparison with that in respective maize line under treatments without exogenous ABA. The red columns were used as the control levels of endogenous GA and ABA, where the values under corresponding treatments without exogenous ABA were set to 1. The double asterisk (**) indicated a significant difference at *p* < 0.01. ABA, Abscisic acid; GA, Gibberellin; Y478, Maize inbred line Ye478; Y7-1, Y478 overexpressing *ZmPMP3g*.

### The expression of genes related to ABA-dependent and -independent signaling (ADIDS) pathways in Y7-1 and Y478

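RNA of leaves from 24 plants was sequenced, 3 individual plants in each of 8 groups. Y478 is the maize inbred line Ye478, and Y7-1 is Y478 transformed with the *ZmPMP3g* overexpression construct. The paper gives the NEBNext Ultra RNA kit, the Illumina NovaSeq platform and the Novomagic platform of Novogene, while the labels of the deposit name another kit, tissue and genome build. The authors deposited FPKM values, which are scaled by gene length and library size, for 46430 genes in each library, and the notes with them name HISAT2 2.0.5. FPKM values were whole multiples of a step set by gene length and library, which gave back whole reads per gene. The reads per library in Y478 ranged from 16451914 to 18428177 (median 16812163) under control, from 18090228 to 18332217 (18091190) under control-exogenous ABA, from 16775242 to 17889160 (17503575) under moderate drought and from 17626554 to 18178814 (17666688) under moderate drought-exogenous ABA. In Y7-1 they ranged from 17081995 to 17247683 (17232280), from 15762667 to 17553573 (17384456), from 16247993 to 16784892 (16608080) and from 16051534 to 17249263 (17203513) in the same order. The 23978 genes with an FPKM of at least 0.5 in at least 3 of the 24 libraries were tested. Values were taken as log2(FPKM + 0.5), a scale that understates the change of low genes, and fitted with limma as 8 group means. A gene was counted as a DEG at an adjusted p under 0.05 and an absolute log2 fold change of at least 1, the thresholds of the paper. Counts of genes at an unadjusted p under 0.05 keep this minimum fold change. Only for entries of the paper's tables do they ask for no minimum fold change. The groups, tests, gene lists and the rule for naming genes were fixed before the data were examined.

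The library labelled Y7-1 moderate drought replicate 3 did not carry the genes that told Y7-1 from Y478 in the other treatments. Genes read only in 1 line (FPKM of at least 1, against under 0.1) were chosen on the other 3 treatments. The choice let 1 library of each line differ. Of 125 genes read only in Y7-1, 0 were read in this library, while Y7-1 moderate drought replicates 1 and 2 had 107 and 109 of them. Of 74 genes read only in Y478, it had 68, while Y7-1 moderate drought replicates 1 and 2 had 0 and 4 and the Y478 moderate drought libraries had 68 to 70. On the first principal component, with 38.0% of the variance, the other Y7-1 libraries lay between 63.5 and 98.5, the Y478 libraries between -86.4 and -46.2, and this library at -59.5. All 24 libraries were kept in the fit that was fixed in advance. Where Y7-1 under moderate drought is compared with 1 other group, the counts of DEGs and the named genes are therefore given with and without that library. Y7-1 control replicate 2 had 65 of 81 genes read only in Y7-1, against 79 in each of Y7-1 control replicates 1 and 3.

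**Figure D1:**
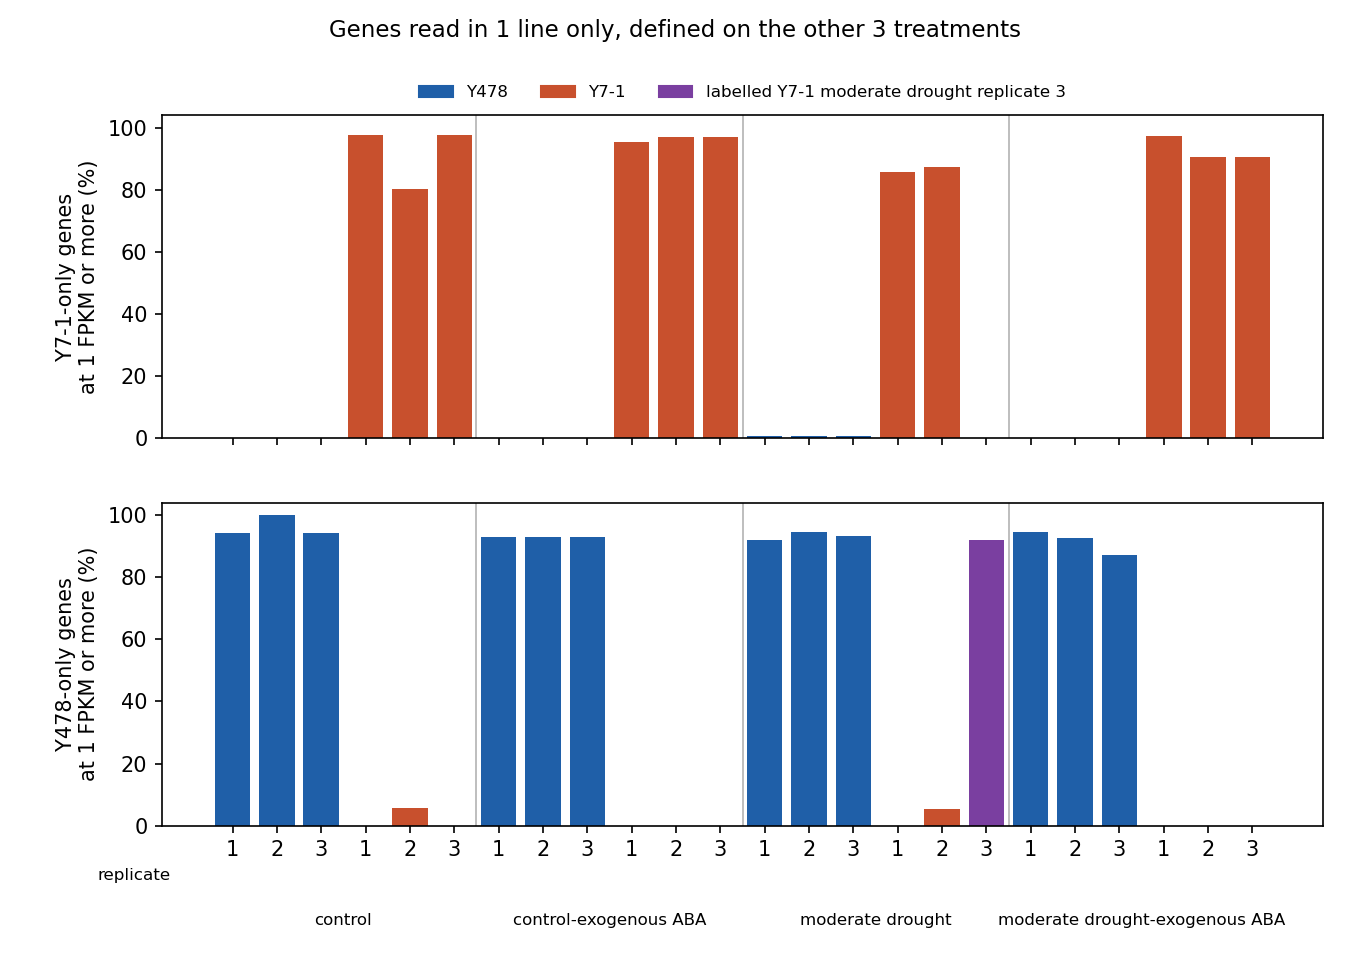
Share of genes read only in Y7-1 (top) and only in Y478 (bottom) that had at least 1 FPKM in each library, in percent, with 1 bar per library and the genes chosen on the other 3 treatments. The library labelled Y7-1 moderate drought replicate 3 had 0.0% of the Y7-1 genes and 91.9% of the Y478 genes.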

Transcriptome sequencing analyses were conducted on leaves of transgenic line Y7-1 and wild type Y478 pot-grown under control, both control and exogenous ABA (control-exogenous ABA), moderate drought, and moderate drought-exogenous ABA, respectively. As a result, application of exogenous ABA did not lead to significant changes in the expression of a *ZmPMP3g* homolog (Zm00001d024778) in Y7-1 and Y478 under treatments with exogenous ABA against treatments without exogenous ABA.

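The *ZmPMP3g* homolog Zm00001d024778 encodes a small membrane protein of the PMP3 family, named NaCl stress protein1 in the table, and lies on chromosome 10 from 87401369 to 87401545 in the coordinates of the table. In Y478 its FPKM was 308 ± 119 (SD, n = 3 plants in every group) under control and 341 ± 126 under control-exogenous ABA, a log2 fold change of 0.16 (standard error 0.58, limma adjusted p = 1.0, exact permutation p = 0.8). Under moderate drought it was 2720 ± 511 and under moderate drought-exogenous ABA 2060 ± 772, a log2 fold change of -0.46 (adjusted p = 0.890, exact permutation p = 0.4). In Y7-1 it was 299 ± 61.2 under control and 225 ± 151 under control-exogenous ABA, a log2 fold change of -0.65 (adjusted p = 0.721, exact permutation p = 0.6). Its FPKM in Y7-1 under moderate drought was 572, 684 and, in the library labelled replicate 3, 3435. Against these, 1290 ± 298 under moderate drought-exogenous ABA was a log2 fold change of 0.20 (adjusted p = 0.910, exact permutation p = 1.0), and of 1.02 (adjusted p = 0.520) without the library labelled replicate 3. Leaving out 1 library moved the values with exogenous ABA in Y478 to between -0.13 and 0.44 under control and between -0.71 and -0.13 under moderate drought, and those in Y7-1 to between -1.16 and -0.04 and between -0.27 and 1.02, and none passed the test. The smallest two-sided p of an exact permutation test of 3 plants against 3 is 0.1. The homolog rose under moderate drought against control in Y478 with a log2 fold change of 3.20 (adjusted p = 0.00445), and in Y7-1 the value was 1.91 (adjusted p = 0.109), or 1.09 (adjusted p = 0.431) without that library. The test of the difference between these responses did not pass (log2 -1.30, standard error 0.82, adjusted p = 0.714, and -2.11, adjusted p = 0.393, without that library). Between the lines, Y7-1 against Y478, the log2 fold change was 0.01 under control (adjusted p = 0.996) and -0.62 under moderate drought-exogenous ABA (adjusted p = 0.448). Under moderate drought it was -1.29 (adjusted p = 0.241), and without that library the homolog was lower in Y7-1 with -2.10 (adjusted p = 0.0107). It is not known whether reads of the inserted *ZmPMP3g* count to this gene model. By the RT-qPCR of Fig. 1c, on leaves taken on day 2 after the pot mix reached its moisture threshold and not 9 days after it as here, *ZmPMP3g* was higher in Y7-1.

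**Figure D2:**
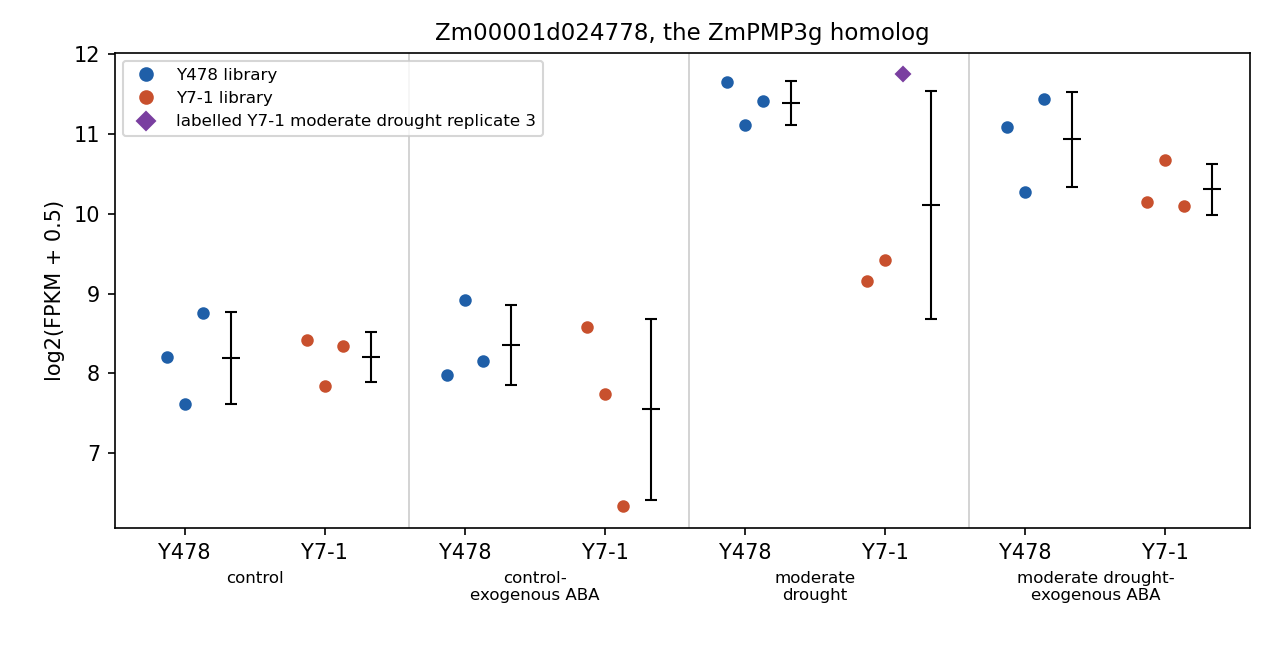
FPKM of the homolog Zm00001d024778 on the log2(FPKM + 0.5) scale in the 8 groups, with 1 point per library and a dash with bars for the mean ± SD of 3 libraries. Drought libraries of Y478 lie above its control libraries, and the highest Y7-1 value, 3435 FPKM, is the library labelled moderate drought replicate 3.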

There were 74 differentially expressed genes (DEG) related to ADIDS found in Y478 leaves under moderate drought against control (Supplementary Table S1), 288 ADIDS-related DEGs in Y478 leaves under moderate drought-exogenous ABA against moderate drought (Supplementary Table S2), and 4 ADIDS-related DEGs in Y478 leaves under control-ABA against control (Supplementary Table S3). 

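Moderate drought raised some genes of ABA synthesis, of ABA signaling and of protection against drying in Y478 leaves, and 1 gene passed the test with exogenous ABA in each water treatment. Dehydrin1 (Zm00001d037894), a protein that protects drying cells, rose from 4.03 ± 1.28 to 250 ± 124 FPKM (SD, n = 3 plants per group), a log2 fold change of 5.67 (standard error 0.76, adjusted p = 6.62e-04 from limma). Viviparous14 (Zm00001d033222), an enzyme of the NCED step of ABA synthesis, rose from 2.85 ± 0.731 to 24.3 ± 12.4 FPKM (log2 fold change 2.79, adjusted p = 0.00445). NCED5 (Zm00001d018819), of the same step, rose from 0.424 ± 0.231 to 17.5 ± 14.5 FPKM (log2 fold change 3.97, adjusted p = 0.00433), a call lost with limma-voom on the recovered reads (5.14, adjusted p = 0.0655). The kinase SnRK2.4 (Zm00001d042695), which acts downstream of the ABA receptors, rose from 6.48 ± 0.682 to 36.3 ± 4.14 FPKM (log2 fold change 2.40, adjusted p = 7.02e-04). A SAG12-type cysteine protease (Zm00001d049113), a class made in senescing leaves, fell from 66.2 ± 24.0 to 1.26 ± 0.161 FPKM (log2 fold change -5.18, adjusted p = 6.61e-05). Of 40 genes of ABA signaling, 9 rose and 31 did not pass the test (16 rose and 2 fell adjusted over the list alone), where 1434 of all 23978 tested genes passed. As a list the ABA signaling genes were higher (camera adjusted p = 1.19e-04, and adjusted p = 0.530 with an estimated correlation). Of 54 protective genes such as dehydrins and LEA proteins, 13 rose, 1 fell and 40 did not pass (16 rose and 1 fell adjusted over the list alone), with the same p-values for the list. Of 22 ABA synthesis genes, 4 rose and 18 did not pass (6 rose and 1 fell adjusted over the list alone). Markers of leaf cell types are given as the mean of log2(FPKM + 0.5) over a list in each library. Under control and moderate drought the mesophyll C4 enzymes had 5.19 ± 0.16 and 4.84 ± 0.06, the bundle sheath genes of C4 and Rubisco 7.48 ± 0.14 and 7.12 ± 0.10 and the phloem transport genes 4.19 ± 0.10 and 4.46 ± 0.09. The organelle-encoded genes had 0.40 ± 0.05 and 0.07 ± 0.08 by the same measure, and none of these 4 lists stood apart from other genes by camera (adjusted p = 0.179, 0.192, 0.737 and 0.179). By that measure the 22 senescence genes had 3.56 ± 0.03 under control and 3.53 ± 0.37 under moderate drought, so the list did not follow the cysteine protease.

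Over all tested genes, 985 were DEGs under moderate drought against control, 575 up and 410 down. Among 834 ADIDS-related genes, the number was 70, 52 up and 18 down, and 100 adjusted over the list alone. Single libraries move these counts: 985 becomes 414, 322 and 609 without Y478 control replicates 1, 2 and 3, 282, 474 and 1286 without Y478 moderate drought replicates 1, 2 and 3, and 1148 without the library labelled Y7-1 moderate drought replicate 3. The 70 become 30, 20 and 44, 19, 36 and 92, and 85, in the same order. The 985 and 70 were 799 and 55 with limma-voom and 2510 and 163 with array weights. The 70 were 43 with only the compared groups in the fit and 46 with no filter. Moderate drought-exogenous ABA against moderate drought gave 1 DEG, MADS-transcription factor 59 (Zm00001d009628), which rose from 0.0407 ± 0.0704 to 1.42 ± 0.0828 FPKM (log2 fold change 1.84, adjusted p = 0.0171). The same comparison gave 510 genes at an unadjusted p under 0.05 and the fold change of a DEG, 2 DEGs with limma-voom and 764 with array weights. Among the ADIDS-related genes it gave 0 with limma, against 33 at an unadjusted p under 0.05, 0 with limma-voom and 42 with array weights. Control-exogenous ABA against control gave 1 DEG, the undescribed Zm00001d051325, named after its values were seen, which fell with a log2 fold change of -2.06 (adjusted p = 0.0483), against 431 unadjusted, 0 with limma-voom and 1232 with array weights. It gave 0 ADIDS-related ones with limma, against 18 unadjusted, 0 with limma-voom and 52 with array weights. That 1 DEG and MADS-transcription factor 59 are each lost without most single libraries of their groups, and the count in the first becomes 4 without Y478 moderate drought-exogenous ABA replicate 2 and in the second 8 without Y478 control-exogenous ABA replicate 2. The genes of Supplementary Tables S1 and S2 were chosen by the paper on these libraries and are not independent evidence. All 74 genes of Table S1 had the sign given there and 36 were DEGs. The 36 became 9 to 43 without 1 library, 20 with only the compared groups in the fit and 60 with array weights. All 273 tested genes of Table S2 had the sign given there, 205 passed at an unadjusted p under 0.05 and 0 were DEGs. For Table S2 array weights gave 186 and no filter gave 5. The weights were uneven, with 4.897 for Y478 moderate drought replicate 2 against 0.503 and 0.855 for replicates 1 and 3.

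**Figure D3:**
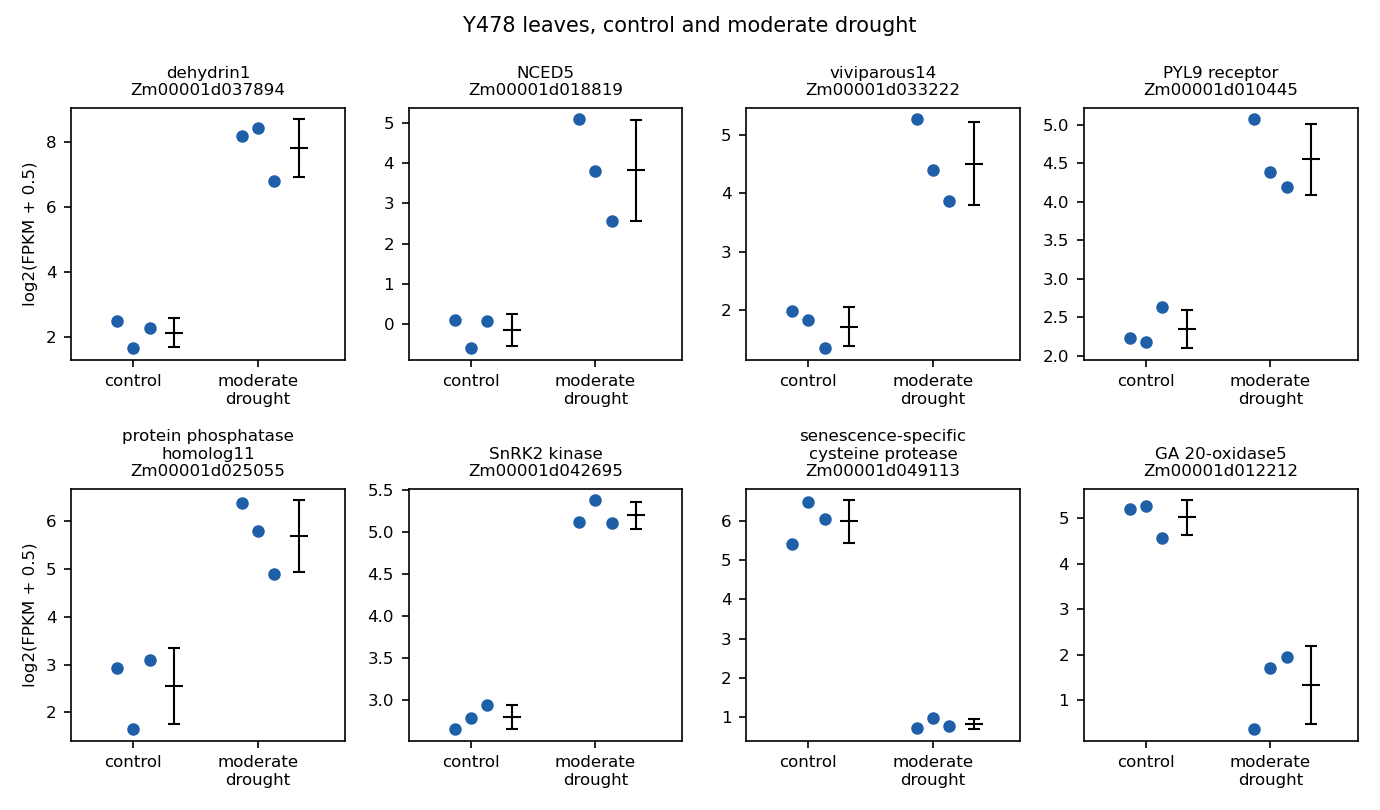
FPKM of genes of ABA synthesis, ABA signaling, protection, senescence and GA synthesis in Y478 under control and moderate drought on the log2(FPKM + 0.5) scale, with 1 point per library and a dash with bars for the mean ± SD of 3 libraries. All drought points of dehydrin1 lie above the control points, and those of the cysteine protease lie below.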

There were 59 ADIDS-related DEGs found in Y7-1 leaves against Y478 under control (Table 1). However, the number of the related DEGs was much lower in Y7-1 under treatments with exogenous ABA than under treatments without exogenous ABA (Table 2). 

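Untreated Y7-1 and Y478 leaves differed in transcription factors in both directions, and in single genes of ABA receptors and signaling proteins. MYB-related-transcription factor 17 (Zm00001d044409) was lower in Y7-1, with 6.59 ± 1.23 FPKM against 102 ± 16.1 in Y478 (SD, n = 3 plants per line), a log2 fold change of -3.86 (standard error 0.62, adjusted p = 8.61e-04 from limma). The ABA receptor PYL9 encoded by Zm00001d016105 was lower, with 31.8 ± 16.1 FPKM against 90.1 ± 9.49 (log2 fold change -1.60, adjusted p = 0.00853). A 14-3-3-like protein (Zm00001d007446), of a family that binds phosphorylated signaling proteins, was lower with a log2 fold change of -1.45 (adjusted p = 0.00140). The stress regulator *bZIP111* (Zm00001d030995) was higher in Y7-1, with 17.8 ± 1.49 FPKM against 1.64 ± 0.487 (log2 fold change 3.11, adjusted p = 0.00288). Of 40 genes of ABA signaling, 2 were higher, 1 was lower and 37 did not pass the test, where 2926 of all 23978 tested genes passed. Adjusted over the list alone, 1 of the ABA signaling genes was lower. Of 54 protective genes, 5 were higher, 3 were lower and 46 did not pass, with the same counts adjusted over the list alone. Markers of leaf cell types are given as the mean of log2(FPKM + 0.5) over a list in each library. The bundle sheath genes of C4 and Rubisco had 6.56 ± 0.25 in Y7-1 against 7.48 in Y478 (camera adjusted p = 0.111), the mesophyll C4 enzymes 4.89 ± 0.09 against 5.19 (0.370) and the organelle-encoded genes 0.09 ± 0.13 against 0.40 (0.370). Genes of epidermis and wax had 3.00 ± 0.15 against 2.40 ± 0.18 and were higher as a list (adjusted p = 0.0475, and adjusted p = 0.891 with an estimated correlation).

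Over all tested genes, 2187 were DEGs, 1015 up and 1172 down in Y7-1. Of these, 2148 had no overlap between the libraries of the lines, which 10% of unchanged genes reach by chance with 3 plants against 3. The DEGs were chosen for their difference in the same libraries, so the lack of overlap is not further evidence. Of the 834 ADIDS-related genes, 68 were DEGs, 31 up and 37 down, and 65 adjusted over the list alone. Leaving out Y478 control replicate 1 or 2 gave 1218 or 1352 DEGs. The 68 became 35 and 40 without those libraries, and 45 without Y7-1 control replicate 3. The table's genes were chosen by the paper on these libraries and are not independent evidence. All 60 had the sign given in Table 1, 58 passed at an unadjusted p under 0.05 and 35 were DEGs, or 19, 22 and 22 without Y478 control replicate 1, Y478 control replicate 2 and Y7-1 control replicate 3.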

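In Y7-1 leaves 148 genes were DEGs under moderate drought against control, counts with exogenous ABA were 38 and 7, and most entries of Table 2 had the sign given there without being DEGs. *NAC3* (Zm00001d038207), of a family of stress-responsive transcription factors, fell under moderate drought from 3.26 ± 0.483 to 1.21 ± 0.235 FPKM (SD, n = 3 plants per group), a log2 fold change of -1.14 (standard error 0.17, adjusted p = 0.0115 from limma). Without the library labelled Y7-1 moderate drought replicate 3 it fell by the same measure to -1.12 (adjusted p = 0.0311), and the call was lost with only the compared groups in the fit (adjusted p = 0.289) and with array weights (adjusted p = 0.0507). Viviparous14 (Zm00001d033222) had 15.0 ± 2.75 FPKM against 4.80 ± 2.38 under control, a log2 fold change of 1.62 (adjusted p = 0.118), and 1.75 (adjusted p = 0.234) without that library. SnRK2.4 (Zm00001d042695) had a log2 fold change of 1.24 (adjusted p = 0.0713), and of 1.15 (adjusted p = 0.220) without it. *AP2-EREBP60* (Zm00001d032144) had 0.551 ± 0.349 FPKM against 14.8 ± 11.8 (log2 fold change -3.51, adjusted p = 0.0593), and -3.45 (adjusted p = 0.169) without it, and it passed the test without Y7-1 control replicate 2 (-4.30, adjusted p = 0.0307). The abscisic acid stress ripening gene *ASR3* (Zm00001d003712), whose protein protects drying cells, had 2370 ± 159 FPKM under moderate drought-exogenous ABA against 828 ± 162 under moderate drought (log2 fold change 1.53, adjusted p = 0.122, and adjusted p = 0.305 without that library). Under control-exogenous ABA it had 271 ± 48.5 FPKM against 795 ± 326 under control (log2 fold change -1.47, adjusted p = 0.164). The genes with a call both with and without that library included carbonic anhydrase3 (Zm00001d044096), an enzyme that supplies carbon for photosynthesis, which fell under moderate drought-exogenous ABA against moderate drought with a log2 fold change of -1.97 (adjusted p = 0.00389), and of -1.86 (adjusted p = 0.0162) without that library. Its call was lost with only the compared groups in the fit (adjusted p = 0.306).

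The 148 DEGs of moderate drought against control were 56 up and 92 down, of which 7 were ADIDS-related (22 adjusted over the list alone), and without that library there were 20 DEGs, 9 up and 11 down, with 1 ADIDS-related (3 adjusted over the list alone). Moderate drought-exogenous ABA against moderate drought gave 38 DEGs, 28 up and 10 down, with 5 ADIDS-related (12 adjusted over the list alone), and without that library 19, 14 up and 5 down, with 2 (16 adjusted over the list alone). Of the 5, *bHLH97* (Zm00001d048309) rose with a log2 fold change of 2.34 (adjusted p = 0.0294), and with 2.60 (adjusted p = 0.0225) without that library. The calls of the other 4 were lost without it: *MYBR97* (Zm00001d044194) with 2.57 (adjusted p = 0.0419, and 2.18, adjusted p = 0.107, without it), *ASR8* (Zm00001d040785) with 1.89 (0.0486, and 1.55, adjusted p = 0.139), *AP2-EREBP144* (Zm00001d016260) with 1.53 (0.0294, and 1.50, adjusted p = 0.0594) and *G2-like25* (Zm00001d010634) with -1.89 (0.0443, and -1.73, adjusted p = 0.107). Control-exogenous ABA against control gave 7 DEGs, 3 up and 4 down, with 1 ADIDS-related, *AP2-EREBP147*, which fell (11 adjusted over the list alone), and without that library 24, 5 up and 19 down, with 2 (16 adjusted over the list alone). At an unadjusted p under 0.05 and the fold change of a DEG the 3 comparisons gave 1666, 1320 and 1013. With limma-voom they gave 77, 13 and 0 DEGs, and with array weights 2, 59 and 520. Single libraries move these counts. The 148 became 72, 34, 787 and 234 without Y7-1 control replicates 1 and 3 and moderate drought replicates 1 and 2, and the 7 became 3, 4 and 34 without the first 3 of these. The 38 became 784, 12 and 5 without Y7-1 moderate drought replicate 1 and moderate drought-exogenous ABA replicates 2 and 3. Their 5 ADIDS-related genes became 32 and 3 without moderate drought replicates 1 and 2 and 2, 0 and 0 without moderate drought-exogenous ABA replicates 1, 2 and 3. Without Y7-1 control replicates 1 and 2 the 7 DEGs of control-exogenous ABA became 14 and 42, and without control-exogenous ABA replicates 1, 2 and 3 they became 61, 2 and 125. The 1 ADIDS-related gene among them became 3, 2 and 0 without Y7-1 control replicates 1, 2 and 3 and 9, 0 and 9 without control-exogenous ABA replicates 1, 2 and 3. The genes of Table 2 were chosen by the paper on these libraries and are not independent evidence. The table has 25 entries for 24 genes, with *ASR3* under both ABA comparisons. All 25 entries had the sign given there, 24 passed at an unadjusted p under 0.05 and 4 were DEGs, *NAC3*, *bHLH88* (Zm00001d000291; 1.88, adjusted p = 0.0322), *bHLH136* (Zm00001d021019; -1.45, adjusted p = 0.0322) and general regulatory factor1 (Zm00001d003401; -1.09, adjusted p = 0.0236). Without the library labelled Y7-1 moderate drought replicate 3 the last 3 had 1.85 (adjusted p = 0.111), -1.32 (adjusted p = 0.128) and -0.98 (adjusted p = 0.105). The 4 became 1 without it, 2 without Y7-1 control replicate 3 or moderate drought replicate 2, and 10 without control-exogenous ABA replicate 3 or moderate drought replicate 1.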

Of the DEGs, many belonged to transcription factor genes of *AP2-EREBP*, *bHLH*, *WRKY*, *bZIP*, *NAC*, *SNF*, *SnRK*, *VIVIPAROUS1*, *RPE*, *DREB*, and *ERF* families.

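Transcription factors of every family below but bZIP went in both directions in Y478 under moderate drought, and those of every family did in Y7-1 against Y478 under control. Over all 23978 tested genes, 1434 passed an adjusted p under 0.05 in the first comparison and 2926 in the second. Members of any list would thus pass, and the counts alone do not set a family apart. Of 200 MYB factors, 16 rose, 8 fell and 176 did not pass the test under drought in Y478 (18 rose and 13 fell adjusted over the list alone), and in Y7-1 6 were higher, 13 were lower and 181 did not pass (6 and 12 adjusted over the list alone). Of 109 bZIP factors, which include the binding proteins of ABA-responsive promoters, 9 rose and 100 did not pass (16 rose and 1 fell adjusted over the list alone), and in Y7-1 5 were higher, 6 were lower and 98 did not pass, with the same counts adjusted over the list alone. Of 70 NAC factors, 6 rose, 2 fell and 62 did not pass (11 and 5 adjusted over the list alone), and in Y7-1 2 were higher, 5 were lower and 63 did not pass (1 and 4 adjusted over the list alone). Of 136 AP2-EREBP factors, the family of *DREB* and *ERF*, 6 rose, 4 fell and 126 did not pass (10 and 8 adjusted over the list alone), and in Y7-1 5 were higher, 12 were lower and 119 did not pass (5 and 13 adjusted over the list alone). Of 111 bHLH factors, 5 rose, 1 fell and 105 did not pass (7 and 1 adjusted over the list alone), and in Y7-1 5 were higher, 6 were lower and 100 did not pass, as adjusted over the list alone. The 94 WRKY factors gave 2, 2 and 90 under drought in Y478, also adjusted over the list alone, and 4, 8 and 82 between the lines (7 and 11 adjusted over the list alone). The 44 SnRK and 14-3-3 proteins gave 4, 2 and 38 (6 and 3 adjusted over the list alone), and 2, 1 and 41 (1 and 1 adjusted over the list alone). Among single genes, a probable WRKY factor (Zm00001d012413) fell in Y478 under drought from 3.96 ± 0.763 to 0.720 ± 0.207 FPKM (SD, n = 3 plants per group), a log2 fold change of -1.87 (standard error 0.38, adjusted p = 0.00773 from limma). The 14-3-3 gene general regulatory factor1 (Zm00001d003401) fell from 75.8 ± 11.5 to 33.8 ± 1.32 FPKM (log2 fold change -1.14, adjusted p = 0.00445). Between the lines, *WRKY75* (Zm00001d029564) was higher in Y7-1, with 17.9 ± 1.65 FPKM against 1.66 ± 0.594 (log2 fold change 3.12, adjusted p = 0.00193), and *bHLH112* (Zm00001d028664) was higher with a log2 fold change of 2.20 (adjusted p = 0.00117). *bHLH152* (Zm00001d016873) was lower, with 1.89 ± 0.678 FPKM against 19.3 ± 2.82 (log2 fold change -3.08, adjusted p = 0.00116). By camera only the bZIP factors in Y478 stood apart from other genes as a list (adjusted p = 0.0420, and adjusted p = 0.579 with an estimated correlation), and not without Y478 control replicate 2 (adjusted p = 0.0804) or moderate drought replicate 1 (adjusted p = 0.124).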

**Table 1:** The DEGs related to ADIDS in leaves of T4-generation transgenic line Y7-1 under control alone as control (Y7-1) vs. control (Y478) in pot experiments without foliar spraying with exogenous ABA.

Gene ID	Gene description	log2 (fold change)^a^	padj
Zm00001d015779	14-3-3-like protein GF14 omega	7.18	0.001
Zm00001d052338	AP-1 complex subunit mu-2	6.65	0.000
Zm00001d042640	SnRK1-interacting protein 1	6.23	0.003
Zm00001d033471	Transcription factor bHLH112	5.52	0.027
Zm00001d044857	AP2-EREBP-transcription factor 31	4.58	0.000
Zm00001d028664	Transcription factor bHLH112	4.22	0.000
Zm00001d030995	bZIP-transcription factor 111	3.43	0.000
Zm00001d021164	bHLH-transcription factor 109	3.08	0.041
Zm00001d012237	SnRK1-interacting protein 1	2.26	0.000
Zm00001d024784	MYB-transcription factor 149	2.22	0.013
Zm00001d017766	nine-cis-epoxycarotenoid dioxygenase8	1.94	0.000
Zm00001d002143	bZIP-transcription factor 27	1.91	0.000
Zm00001d010445	Abscisic acid receptor PYL9	1.88	0.000
Zm00001d028962	WRKY-transcription factor 32	1.86	0.000
Zm00001d050893	NAC-transcription factor 40	1.81	0.000
Zm00001d003712	abscisic acid stress ripening3	1.59	0.002
Zm00001d035512	AP2-EREBP-transcription factor 81	1.58	0.000
Zm00001d053988	bZIP-transcription factor 84	1.55	0.000
Zm00001d032024	myb transcription factor38	1.50	0.001
Zm00001d023529	abscisic acid stress ripening1	1.23	0.004
Zm00001d013130	bHLH-transcription factor 60	1.20	0.022
Zm00001d042695	SnRK2 serine threonine protein kinase 4	1.13	0.002
Zm00001d012067	bHLH-transcription factor 55	1.13	0.007
Zm00001d051554	abscisic acid 8'-hydroxylase2	1.13	0.030
Zm00001d021019	bHLH-transcription factor 136	1.04	0.010
Zm00001d015407	G2-like-transcription factor 53	− 1.05	0.001
Zm00001d028297	bHLH-transcription factor 3	− 1.09	0.005
Zm00001d043153	bZIP-transcription factor 56	− 1.17	0.023
Zm00001d011969	NAC-transcription factor 9	− 1.18	0.000
Zm00001d022542	bZIP-transcription factor 54	− 1.20	0.000
Zm00001d053124	MYB-transcription factor 61	− 1.22	0.001
Zm00001d038357	bHLH-transcription factor 118	− 1.23	0.000
Zm00001d038585	AP2-EREBP-transcription factor 196	− 1.29	0.011
Zm00001d008968	AP2-EREBP-transcription factor 96	− 1.32	0.033
Zm00001d018178	bZIP-transcription factor 4	− 1.33	0.000
Zm00001d040318	NAC-transcription factor 66	− 1.38	0.000
Zm00001d034447	bZIP-transcription factor 41	− 1.44	0.042
Zm00001d018081	AP2-EREBP-transcription factor 18	− 1.50	0.001
Zm00001d044065	DELLA protein RGA	− 1.54	0.047
Zm00001d009088	myb transcription factor95	− 1.59	0.037
Zm00001d032694	MYB-transcription factor 121	− 1.60	0.000
Zm00001d053707	AP2-EREBP-transcription factor 8	− 1.63	0.000
Zm00001d007962	G2-like-transcription factor 27	− 1.64	0.000
Zm00001d012585	AP2-EREBP-transcription factor 83	− 1.69	0.001
Zm00001d036736	bZIP-transcription factor 76	− 2.02	0.000
Zm00001d038221	NAC-transcription factor 20	− 2.18	0.000
Zm00001d044242	bHLH-transcription factor 25	− 2.35	0.000
Zm00001d016873	bHLH-transcription factor 152	− 3.36	0.000
Zm00001d025910	AP2-EREBP-transcription factor 86	− 3.65	0.000
Zm00001d044409	MYB-related-transcription factor 17	− 3.96	0.000
Zm00001d036768	MYB-transcription factor 158	− 4.28	0.000
Zm00001d028178	NAC-transcription factor 64	− 4.51	0.000
Zm00001d009468	AP2-EREBP-transcription factor 49	− 4.74	0.000
Zm00001d037531	AP2-EREBP-transcription factor 9	− 5.46	0.006
Zm00001d009622	AP2-EREBP-transcription factor 12	− 7.99	0.000
Zm00001d003512	Zeaxanthin epoxidase chloroplastic	− 1.04	0.006
Zm00001d014701	Myb family transcription factor PHL6	− 1.20	0.001
Zm00001d007446	14-3-3-like protein	− 1.46	0.000
Zm00001d016105	Abscisic acid receptor PYL9	− 1.50	0.000
Zm00001d009090	Transcription factor MYB12	− 6.93	0.000

The results were based on transcriptome sequencing of the second fully-expanded leaves down from the top of 3 individual plants 9 d after the pot mix moisture was at the upper threshold of 50% for moderate drought.

ABA, Abscisic acid; ADIDS, ABA-dependent and independent signaling; DEG, Differentially expressed gene; padj: Adjust *p*-value; T4, Transgenic generation 4; Y478, Maize inbred line Ye478; Y7-1, Y478 overexpressing *ZmPMP3g.*

^a^Positive and negative values indicated up-regulation and down-regulation of gene expression, respectively.

**Table 2:** The DEGs related to ADIDS in leaves of T4-generation transgenic line Y7-1 in pot experiments with foliar spraying with exogenous ABA.

Gene ID	Gene description	log2 (fold change)^a^	padj
Under moderate drought as drought (Y7-1) vs. control (Y7-1)			
Zm00001d045463	NAC-transcription factor 86	3.42	0.004
Zm00001d000291	bHLH-transcription factor 88	2.70	0.000
Zm00001d033222	viviparous14	1.64	0.010
Zm00001d041472	NAC-transcription factor 108	1.44	0.029
Zm00001d042695	SnRK2 serine threonine protein kinase 4	1.21	0.025
Zm00001d007446	14-3-3-like protein	1.11	0.019
Zm00001d003401	General regulatory factor1	− 1.13	0.006
Zm00001d040621	myb transcription factor40	− 1.33	0.029
Zm00001d012527	NAC-transcription factor 23	− 1.42	0.037
Zm00001d038207	NAC-transcription factor 3	− 1.43	0.013
Zm00001d023411	G2-like-transcription factor 5	− 1.55	0.048
Zm00001d021019	bHLH-transcription factor 136	− 1.57	0.001
Zm00001d006065	bHLH-transcription factor 121	− 1.89	0.029
Zm00001d019207	NAC-transcription factor 4	− 2.04	0.010
Zm00001d021164	bHLH-transcription factor 109	− 4.68	0.001
Zm00001d032144	AP2-EREBP-transcription factor 60	− 4.75	0.000
Under moderate drought-exogenous ABA as moderate drough-exogenous ABA (Y7-1) vs. drought (Y7-1)			
Zm00001d004843	Ascisic acid stress ripening2	1.92	0.036
Zm00001d003712	Abscisic acid stress ripening3	1.51	0.000
Zm00001d041576	MYB-transcription factor 6	− 1.06	0.046
Zm00001d040536	bHLH-transcription factor 68	− 1.46	0.012
Zm00001d026398	bZIP-transcription factor 113	− 1.52	0.001
Zm00001d030995	bZIP-transcription factor 111	− 1.66	0.000
Zm00001d036551	MYB-transcription factor 59	− 3.73	0.033
Zm00001d025401	Abscisic acid stress ripening5	− 4.58	0.026
Under control-exogenous ABA as control-exogenous ABA (Y7-1) vs. control (Y7-1)			
Zm00001d003712	Abscisic acid stress ripening3	− 1.56	0.02

Foliar spraying with ABA started on the first day when the pot mix moisture was at the upper threshold of 50% for moderate drought. The results were based on transcriptome sequencing of the second fully-expanded leaves down from the top of 3 individual plants 9 d after the pot mix moisture was at the upper threshold of 50% for moderate drought.

ABA, Abscisic acid; ADIDS, ABA-dependent and -independent signaling; DEG, Differentially expressed gene; padj: Adjust *p*-value; T4, Transgenic generation 4; Y478, Maize inbred line Ye478; Y7-1, Y478 overexpressing *ZmPMP3g.*

^a^Positive and negative values indicated up-regulation and down-regulation of gene expression, respectively.

### The expression of genes related to gibberellin (GA) in Y7-1

By results of transcriptome sequencing, DEGs related to GA biosynthesis and catabolism were found (Table 3). Of these genes, the expression of *GA2ox7*, *GA2ox12* and *GA20ox5* was up-regulated. 

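Of 7 genes of GA catabolism, 2 were higher in Y7-1 than in Y478 under moderate drought-exogenous ABA, 1 was lower and 4 did not pass the test, with the same counts adjusted over the list alone, and the GA synthesis gene *GA20ox5* did not pass there. Over all 23978 tested genes, 6732 passed an adjusted p under 0.05 in that comparison. The GA2-oxidase gene *GA2ox12* (Zm00001d018617) had 13.9 ± 11.1 FPKM in Y7-1 against 0.388 ± 0.0603 in Y478 (SD, n = 3 plants per line), a log2 fold change of 3.75 (standard error 0.92, adjusted p = 0.00628 from limma). *GA2ox7* (Zm00001d038695) had 2.38 ± 2.22 FPKM against 0.215 ± 0.251 (log2 fold change 1.80, adjusted p = 0.0216). Its call was lost with only the compared groups in the fit (adjusted p = 0.0570) and without Y478 moderate drought-exogenous ABA replicate 1 (adjusted p = 0.0601) or 3 (adjusted p = 0.0861) or Y7-1 moderate drought-exogenous ABA replicate 1 (adjusted p = 0.128). *GA20ox5* (Zm00001d012212), an enzyme of GA synthesis, had 12.0 ± 2.14 FPKM against 4.86 ± 2.92 (log2 fold change 1.40, adjusted p = 0.0638), and it passed the test with limma-voom on the recovered reads (adjusted p = 0.0458), with array weights (adjusted p = 0.0221) and without Y478 moderate drought-exogenous ABA replicate 2 (1.78, adjusted p = 0.0391). Under control *GA20ox5* was lower in Y7-1 (log2 fold change -2.65, adjusted p = 0.00431) and *GA2ox7* was higher (2.52, adjusted p = 0.00617). In Y478 *GA20ox5* fell under moderate drought from 32.5 ± 8.01 to 2.30 ± 1.34 FPKM (log2 fold change -3.67, adjusted p = 0.00148). Of marker genes of bundle sheath (C4 and Rubisco), the mean of log2(FPKM + 0.5) under moderate drought-exogenous ABA was 6.20 ± 0.16 in Y7-1 against 7.37 ± 0.12 in Y478, and the list was lower (camera adjusted p = 0.0406, and adjusted p = 0.513 with an estimated correlation). Table 3 has 31 entries for 28 genes, which the paper chose on these libraries and which are not independent evidence. All 29 entries tested had the sign given there, 27 passed at an unadjusted p under 0.05 and 17 were DEGs.

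**Figure D4:**
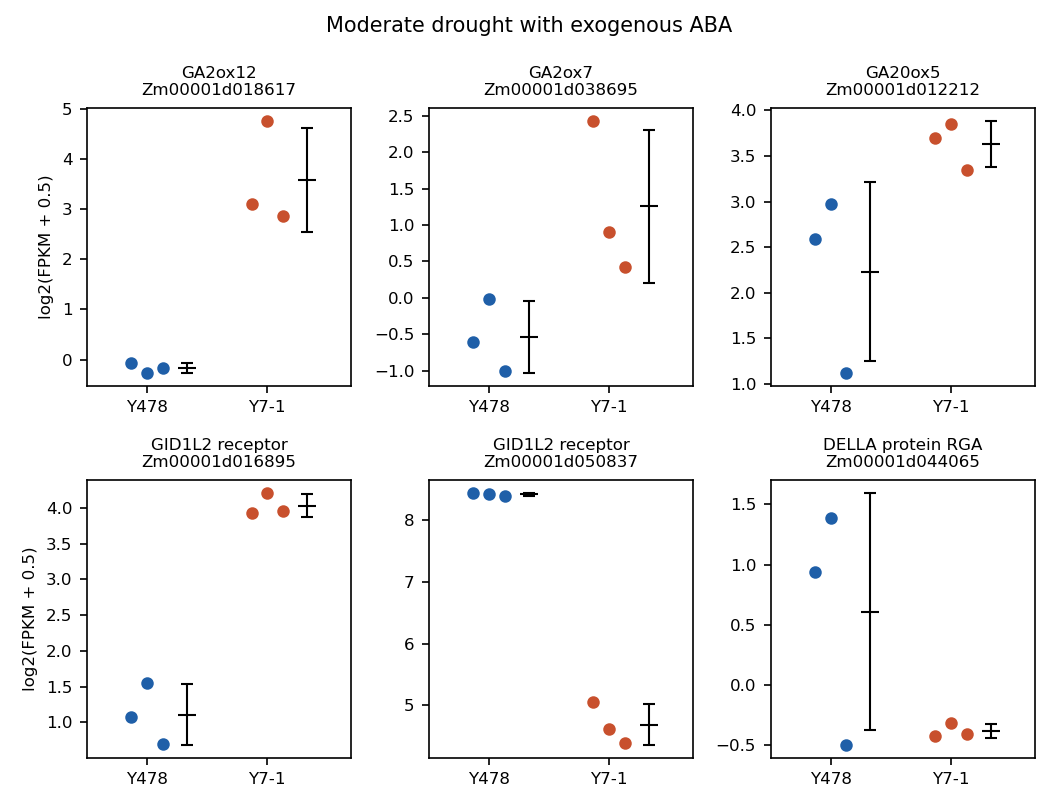
FPKM of GA catabolism, GA synthesis, GA receptor and DELLA genes in Y478 and Y7-1 under moderate drought-exogenous ABA on the log2(FPKM + 0.5) scale, with 1 point per library and a dash with bars for the mean ± SD of 3 libraries. The Y7-1 points of *GA2ox12* all lie above those of Y478, and the points of Zm00001d050837 all lie below.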

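The gene of the DELLA protein RGA (Zm00001d044065), of a class that holds back growth until GA removes it, had 0.268 ± 0.0318 FPKM in Y7-1 against 1.25 ± 0.966 in Y478 under moderate drought-exogenous ABA (SD, n = 3 plants per line). Its log2 fold change was -0.99 (standard error 0.51, adjusted p = 0.152 from limma), and it passed the test with array weights (-1.18, adjusted p = 0.0352) and without Y478 moderate drought-exogenous ABA replicate 3 (-1.55, adjusted p = 0.0417). Genes described as GA receptors of the GID1L2 class differed in both directions. Zm00001d016895 was higher in Y7-1, with 16.0 ± 1.89 FPKM against 1.72 ± 0.664 (log2 fold change 2.93, adjusted p = 0.00118), and Zm00001d050837 was lower, with 25.8 ± 6.27 FPKM against 339 ± 6.56 (log2 fold change -3.71, adjusted p = 3.00e-04). The same genes were higher and lower in Y7-1 under control (log2 fold change 3.14 and -4.08). Of 16 genes of GA receptors and DELLA proteins, 2 were higher, 5 were lower and 9 did not pass, with the same counts adjusted over the list alone. Another DELLA gene, dwarf plant8 (Zm00001d033680), fell in Y478 under moderate drought from 18.1 ± 2.11 to 8.05 ± 1.71 FPKM (log2 fold change -1.14, adjusted p = 0.00387).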

The expression of one DELLA protein RGA gene was found to be down-regulated in Y7-1 against Y478 under the moderate drought-exogenous ABA treatment (Table 3). Several DEGs encoding Skp1, CUL1, and F-box proteins, which were related to DELLA degradation, were found in Y7-1 (Table 3).

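Genes of F-box proteins, which select proteins such as DELLA proteins for breakdown, differed in both directions between Y7-1 and Y478 under moderate drought-exogenous ABA. An F-box gene (Zm00001d053172) was higher in Y7-1, with 150 ± 32.2 FPKM against 10.8 ± 2.69 in Y478 (SD, n = 3 plants per line), a log2 fold change of 3.73 (standard error 0.76, adjusted p = 0.00207 from limma). *SKP2A* (Zm00001d000224), an F-box protein of the cell cycle, was higher with 18.0 ± 4.32 FPKM against 7.82 ± 0.453 (log2 fold change 1.12, adjusted p = 0.0102), and Zm00001d016553 with 22.9 ± 3.35 FPKM against 10.5 ± 0.733 (1.08, adjusted p = 8.51e-04). *SKIP11* (Zm00001d033012), an F-box protein that binds Skp1, was lower in Y7-1, with 5.50 ± 1.56 FPKM against 16.4 ± 3.45 (log2 fold change -1.51, adjusted p = 0.00218), and Zm00001d047573 was lower with 4.24 ± 1.48 FPKM against 18.5 ± 5.58 (-2.01, adjusted p = 0.00246). The Skp1-like protein 1A gene (Zm00001d022618), which links F-box proteins to the cullin CUL1, was lower (log2 fold change -1.84, adjusted p = 0.00203). Of 183 F-box genes, 16 were higher, 29 were lower and 138 did not pass the test (14 and 27 adjusted over the list alone). Over all 23978 tested genes, 6732 passed in this comparison, so members of any list would pass. Of 49 genes of Skp1, cullin, COP1 and COP9 proteins, 6 were higher, 4 were lower and 39 did not pass (5 and 2 adjusted over the list alone). Neither list stood apart from other genes by camera (adjusted p = 0.357 and 0.556). In Y7-1 under moderate drought-exogenous ABA against moderate drought, the gene called *COP1* in Table 3 (Zm00001d019542, described as a COP1-interacting protein with the FPKM values) had a log2 fold change of 0.27 (adjusted p = 0.740), and of 0.29 (adjusted p = 0.856) without the library labelled Y7-1 moderate drought replicate 3.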

**Table 3:** The DEGs related to GA biosynthesis in leaves of T4-generation transgenic line Y7-1 in pot experiments with foliar spraying with exogenous ABA.

Gene ID	Gene description	log2 (fold change)^a^	padj
Under moderate drought-exogenous ABA as moderate drought-exogenous ABA (Y7-1) vs. moderate drought-exogenous ABA (Y478)			
Zm00001d018617	GA2ox 12	5.19	0.000
Zm00001d038695	GA2ox 7	3.49	0.003
Zm00001d012212	GA20ox 5	1.33	0.018
Zm00001d050493	Gibberellin receptor GID1L2	1.22	0.003
Zm00001d016895	Gibberellin receptor GID1L2	3.24	0.000
Zm00001d044065	DELLA protein RGA	− 2.19	0.044
Zm00001d016052	WRKY transcription factor 22	− 1.38	0.028
Zm00001d039245	WRKY transcription factor 6	− 1.80	0.000
Zm00001d028962	WRKY55	− 2.42	0.000
Zm00001d013738	Fcf2 pre-rRNA processing protein	9.78	0.000
Zm00001d045882	F-box family protein	6.27	0.001
Zm00001d015791	F-box domain protein	6.12	0.002
Zm00001d053172	F-box protein PP2-B10	3.82	0.000
Zm00001d016066	F-box/kelch-repeat protein	1.69	0.000
Zm00001d000224	F-box protein SKP2A	1.23	0.000
Zm00001d016553	F-box/kelch-repeat protein	1.15	0.000
Zm00001d029673	F-box protein PP2-A13	− 1.33	0.000
Zm00001d018452	F-box protein PP2-B10	− 1.46	0.001
Zm00001d033012	F-box/kelch-repeat protein SKIP11	-1.55	0.000
Zm00001d035303	F-box protein	− 1.64	0.000
Zm00001d028957	F-box protein	− 1.69	0.043
Zm00001d043989	F-box/kelch-repeat protein	− 1.85	0.016
Zm00001d047573	F-box protein	− 2.10	0.000
Zm00001d035636	F-box protein PP2-A13	− 6.18	0.001
Under moderate drought-exogenous ABA as moderate drought-exogenous ABA (Y7-1) vs. moderate drought (Y7-1)			
Zm00001d044680	WRKY-transcription factor 5	7.37	0.001
Zm00001d019542	COP1	1.12	0.000
Zm00001d025407	COP9 signalosome complex subunit 8	− 9.97	0.000
Zm00001d027974	Cullin-associated NEDD8-dissociated protein 1	5.11	0.032
Under control-exogenous ABA as control-exogenous ABA (Y7-1) vs. control (Y7-1)			
Zm00001d028962	WRKY-transcription factor 32	− 2.57	0.00
Zm00001d028957	F-box protein	− 2.37	0.023
Zm00001d047573	F-box protein	− 1.85	0.039

Foliar spraying with ABA started on the first day when the pot mix moisture was at the upper threshold of 50% for moderate drought. The results were based on transcriptome sequencing of the second fully-expanded leaves down from the top of 3 individual plants 9 d after the pot mix moisture was at the upper threshold of 50% for moderate drought.

ABA, Abscisic acid; DEG, Differentially expressed gene; GA, Gibberellin; GA2ox, GA2-oxidase; GA20ox, GA 20-oxidase; padj: Adjust *p*-value; T4, Transgenic generation 4; Y478, Maize inbred line Ye478; Y7-1, Y478 overexpressing *ZmPMP3g.*

^a^Positive and negative values indicated up-regulation and down-regulation of gene expression, respectively.

### Changes in endogenous GA and ABA levels in Y7-1 and Y478

GA and ABA contents were also analyzed with leaves of transgenic line Y7-1 and wild type Y478 pot-grown under control, control-exogenous ABA, moderate drought, and moderate drought-exogenous ABA, respectively. In order to reflect the change tendency of GA and ABA, the fold changes in ABA and GA levels under treatments with foliar spraying with exogenous ABA in comparison with those in respective maize line under treatments without exogenous ABA were analyzed if the endogenous ABA and GA levels under corresponding treatments without exogenous ABA were set to 1 as control. As a result, the endogenous ABA levels significantly increased, GA1 levels decreased significantly under control-exogenous ABA treatment and slightly but not significantly under moderate drought-exogenous ABA treatment, and GA3 levels decreased very slightly but not significantly, in leaves of Y7-1 (Fig. 7d). However, endogenous ABA levels were relatively lower, and both GA1 and GA3 levels did not significantly change in leaves of Y478 under treatments (Fig. 7d).

## Discussion

*ZmPMP3g* was a homologous gene of *ZmPMP3-1*, which belongs to the group I in *ZmPMP3* family according to amino acid sequence^11^. The enhanced drought tolerance (Fig. 2) and the increased total root length (Fig. 4) of transgenic maize lines suggest that *ZmPMP3g* plays a role in both drought tolerance and root growth of maize. The increase in root length is undoubtedly beneficial to the uptake and utilization of water in deep soil by plants under drought, which is usually driven by hydrotropism^15^. Taken together with the function of maize *ZmPMP3-1* in salt tolerance^11^, it can be concluded that *ZmPMP3* genes in the group I have multiple functional features.

Increases in leaf RWCs (Fig. 3b) and contents of betaine and total soluble sugars (Fig. 5) as abiotic stress tolerance-related osmoprotectants^16^ along with the decreased leaf wilting index (Fig. 3a) and LWP (Fig. 3c) in transgenic maize lines strongly evidence that *ZmPMP3g* expression can maintain the cell osmotic potential and water potential under drought. However, on the whole, these parameters’ changes were not absolutely proportional to the expression level of *ZmPMP3g* (Fig. 1) and even drought tolerance phenotypes (Fig. 2), implying that the *ZmPMP3g* expression would have the functionally different effects among maize lines differing in genetic backgrounds.

Abiotic stresses usually induce the overproduction of ROS such as O_2_^−·^ and H_2_O_2_, which would cause membrane lipid degradatation and then result in production of MDA^17–19^. O_2_^−·^ and H_2_O_2_, can be degraded by SOD and CAT^20^, respectively. The correlation of the decresed contents of O_2_^−·^ (Fig. 6a), H_2_O_2_ (Fig. 6b), and MDA (Fig. 6c) with the increased activites of SOD (Fig. 6d) and CAT (Fig. 6e) in all transgenic maize lines under drought suggest that *ZmPMP3g* can enhance antioxidant capacity and maintain membrane lipid integrity of maize under drought.

Plant tolerance to abiotic stresses is closely related to ADIDS pathways^21^, involving multiple transcription factor genes such as *AP2-EREBP*, *bHLH*, *MYB*s, *WRKY*s, *bZIP*s, NACs, *SNF*s, *SnRK*s, *RPE*s, *DREB*s, and *ERF*s^21–33^. Of them, *AP2/ERF*s, *bHLH*s, *DREB2*, and *NAC*s are the downstream genes of ABA-independent signaling pathway, and *MYB*s, *bZIP*s and *MYC*s are the downstream genes of ABA-dependent signaling pathway^28^. Nine-*cis*-epoxycarotenoid dioxygenases (NCED)/viviparous are enzymes responsible for ABA biosynthesis^29,34^ and related to ABA–independent signaling pathway by activating NAC proteins^29^. 

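Between untreated Y7-1 and Y478, 4 of 22 genes of ABA synthesis were higher in Y7-1 and 18 did not pass the test, with the same counts adjusted over the list alone. Over all 23978 tested genes, 2926 passed in that comparison. *NCED8* (Zm00001d017766) was higher in Y7-1, with 165 ± 108 FPKM against 42.8 ± 7.13 in Y478 (SD, n = 3 plants per line), a log2 fold change of 1.75 (standard error 0.55, adjusted p = 0.0450 from limma). Its call was lost without any 1 of Y478 control replicates 1, 2 and 3 and Y7-1 control replicates 1 and 3 (adjusted p up to 0.187), with no filter on low genes (adjusted p = 0.0629) and with limma-voom (adjusted p = 0.0535). Under moderate drought-exogenous ABA *NCED8* was also higher in Y7-1 (log2 fold change 2.21, adjusted p = 0.00710), a call that no setting ended. The *PYL9* gene Zm00001d010445 was higher in Y7-1 under control, with 17.1 ± 2.42 FPKM against 4.63 ± 0.921 (log2 fold change 1.78, adjusted p = 0.0373), a call lost without any 1 of the 6 control libraries (adjusted p up to 0.110). The other *PYL9* gene, Zm00001d016105, was lower in Y7-1 under moderate drought-exogenous ABA too (log2 fold change -2.44, adjusted p = 4.43e-04). Among AP2-EREBP genes, *AP2-EREBP81* (Zm00001d035512) was higher in Y7-1 (log2 fold change 1.57, adjusted p = 4.93e-04) and *AP2-EREBP49* (Zm00001d009468) was lower (-1.94, adjusted p = 0.00132). Of the NAC genes, *NAC40* (Zm00001d050893) was higher, with 11.3 ± 5.27 FPKM against 3.24 ± 0.536 (log2 fold change 1.55, adjusted p = 0.0107), and not without Y7-1 control replicate 1 (adjusted p = 0.0551). *NAC64* (Zm00001d028178) was lower, with 0.0796 ± 0.0785 FPKM against 1.82 ± 0.782 (-1.95, adjusted p = 0.0127), and not without Y478 control replicate 1 (adjusted p = 0.0674).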

Our results strongly indicate that *ZmPMP3g* overexpression in transgenic line Y7-1 affects ADIDS pathways by influencing the expression of NCED8, PYL9 (a ABA receptor), viviparous, NAC and AP2/DREB genes (Tables 1 and 2), very similar to actions of Arabidoposis *AtRCI2A/B*^1^ and maize *ZmPMP3*-*1*^11^.

It has been found there is a autoregulatory negative feedback path between *MYC2* and phytohormone jasmonate to terminate the jasmonate signaling in tomato^35^. 

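The number of DEGs between Y7-1 and Y478 under the same treatment differed among the treatments, in an order that changed with the fit. Of the 834 ADIDS-related genes, 136 were DEGs between the lines under control-exogenous ABA, 33 up and 103 down in Y7-1 (136 adjusted over the list alone). Under moderate drought-exogenous ABA 191 were, 57 up and 134 down (194 adjusted over the list alone), and under moderate drought 15 were, 1 up and 14 down (29 adjusted over the list alone), or 101, 24 up and 77 down (112 adjusted over the list alone), without the library labelled Y7-1 moderate drought replicate 3. Over all genes there were 3562 DEGs between the lines under control-exogenous ABA, 4311 under moderate drought-exogenous ABA and 233 under moderate drought. With only the compared groups in the fit these were 1883, 4429 and 0, and the count under control was 2443, above that under control-exogenous ABA. The 233 became 8, 7 and 400 without Y478 moderate drought replicates 1, 2 and 3, and 18, 0 and 2270 without Y7-1 moderate drought replicates 1, 2 and 3. Within Y478, moderate drought-exogenous ABA against control-exogenous ABA gave 1473 DEGs, of which 100 were ADIDS-related, 82 up and 18 down (113 adjusted over the list alone). The 1473 became 234 with only the compared groups in the fit and 3177 with array weights, and the 100 became 18 and 190. The 1473 became 695 and 597 without Y478 control-exogenous ABA replicate 1 and moderate drought-exogenous ABA replicate 3. The 100 became 50 and 48 without these libraries, and 66 without Y478 moderate drought-exogenous ABA replicate 1. A difference between the lines in their response to ABA passed the limma test at 0 genes under control and at 0 under moderate drought. Under control 705 genes had an unadjusted p under 0.05 and the fold change of a DEG, with 0 DEGs by limma-voom and 184 with array weights. Under moderate drought these numbers were 1425, 0 and 51. The limma count of 0 under moderate drought became 1, 91 and 13 without Y478 moderate drought replicate 1 and Y7-1 moderate drought replicates 1 and 2. The count of 0 under control became up to 7. As an average over both lines and both water treatments, exogenous ABA gave 2 DEGs, the undescribed Zm00001d001206 (log2 fold change 1.65, adjusted p = 0.0239) and Zm00001d019705 (-1.31, adjusted p = 0.0498), both named after their values were seen. The count became 0 to 16 without 1 library, with 87 at an unadjusted p under 0.05 and the same minimum fold change, 2 with limma-voom and 77 with array weights. As an average, moderate drought gave 1310 DEGs, 851 up and 459 down. These were 2019 with limma-voom and 1981 at a pseudocount of 0.1. In the drought average, SnRK2.4 (Zm00001d042695) rose with a log2 fold change of 1.90 (adjusted p = 4.83e-07 from limma), and cytokinin oxidase10 (Zm00001d032046), which breaks down cytokinin, fell with -2.57 (adjusted p = 1.35e-06). Of 40 ABA signaling genes, 23 rose and 4 fell in it and 13 did not pass, where 6693 of all 23978 tested genes passed.

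**Figure D5:**
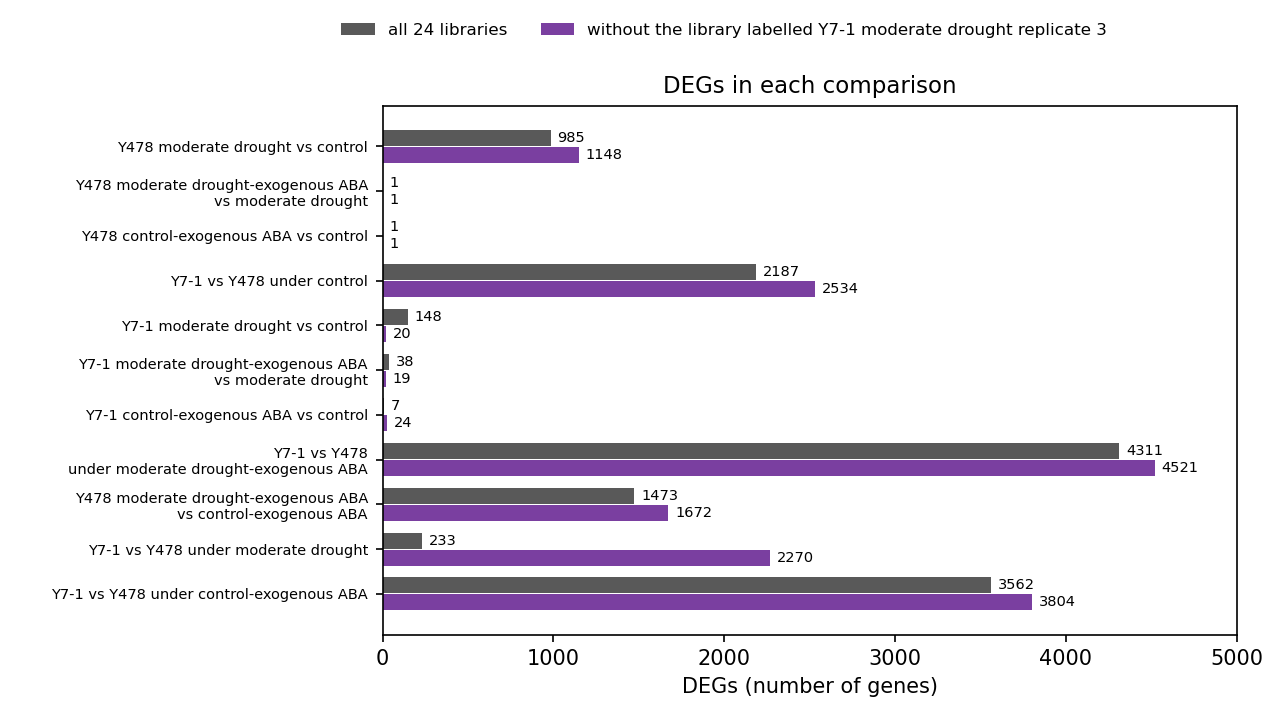
Number of DEGs in each comparison with all 24 libraries (gray bars) and without the library labelled Y7-1 moderate drought replicate 3 (purple bars). The count between the lines under moderate drought is 233 with that library and 2270 without it.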

The number of DEGs involved in ADIDS pathways obviously tended to decrease in both transgenic Y7-1 (Table 2) and wildtype Y478 (Supplementary Table S3) under exogenous ABA, indicating that the enhanced ABA levels probably repress expression of the related genes in ADIDS pathways, in turn, the expression of some genes affected by* ZmPMP3g* overexpression would trigger ABA production. It could be therefore speculated that there exists a autoregulatory feedback path associated with *ZmPMP3g* overexpression, from ABA production to the gene expression in ADIDS pathways.

GAs can relieve from growth restraint by acting degradation of the growth repressor DELLA^36^, of which GA1 and GA3 are major hormones in the cytosol for plant growth^37^. DELLA degradation is also involved in COP1, FKF1/F-box, skp1, CUL1, and F-box proteins^38^. However, accumulating evidence shows that GA and ABA exert an antagonistic effect and need a balance/homeostasis in plants^39–42^, high GA and low ABA levels under favorable conditions and the reverse ratio under unfavorable conditions^43–45^. This is roughly consistent with our findings in this study (Fig. 7d), indicating that *ZmPMP3g* overexpression can harmonize the ABA-GA1-GA3 (especially GA1) balance, somewhat different from the homeostasis of ABA-GA3 in melon (*Cucumis melo*) seeds under treatments with exogenous ABA^45^ and ABA-GA3-GA4 (especially GA4) during early growth stage of cucumber (*C. sativus*) treated by melatonin under salt^43^.

In addition, many key regulator and/or receptor genes have been found involving GA-ABA homeostasis, including *DELLA*, *WRKY*, *ABA-insensitive* (*ABI*)*4* (*ABI4*), *ABI5*, and GA receptor *GID1L2*^44,46–50^. Rice *OsWRKY24* expression inhibits both GA and ABA signaling^46^. *ABI4* expression can enhance the expression of both *NCED6* related to ABA biosynthesis and *GA2ox7* controlling GA biosynthesis rate-limiting step^47^. Overexpression^48^ and repression^49^ of *ABI5* lead to a hypersensitiy and less sensitivity of Arabidopsis to exogenous ABA, respectively. Rice *GID1L2* mutant failes to respond to GA signaling^50^. Taken these reults together with our transcriptome data (Tables 1, 2, 3, 4; Supplementary Tables S1–S3), and changes in ABA and GA levels (Fig. 7d), a working model that the *ZmPMP3g* overexpression affects growth and drought tolerance of maize was proposed (Fig. 8).

**Table 4:** The DEGs encoding ABI proteins in GA biosynthesis in leaves of T4-generation transgenic line Y7-1 and wild type Y478 in pot experiments with foliar spraying with exogenous ABA.

Gene ID	Gene description	log2 (fold change)^a^	padj
In Y7-1 under moderate drought-exogenous ABA as moderate drought-exogenous ABA (Y7-1) vs. moderate drought-exogenous ABA (Y478)			
Zm00001d018178	ABI 5-like protein 5	− 1.76	0.000
Zm00001d020711	ABI 5-like protein 5	1.53	0.000
In Y7-1 under control as control (Y7-1) vs. control (Y478)			
Zm00001d018178	ABI 5-like protein 5	− 1.33	0.000
In Y478 under moderate drought as drought (Y478) vs. under control (Y478)			
Zm00001d050018	ABI 5-like protein 5	1.81	0.000
Zm00001d031790	ABI 5-like protein 5	1.11	0.000
Zm00001d018178	ABI 5-like protein 5	1.15	0.000
In Y478 under moderate drought-exogenous ABA as moderate drought-exogenous ABA (Y478) vs. control -exogenous ABA (Y478)			
Zm00001d018178	ABI 5-like protein 5	1.57	0.000
Zm00001d031790	ABI 5-like protein 5	1.23	0.000
Zm00001d050018	ABI 5-like protein 5	1.69	0.000

Foliar spraying with ABA started on the first day when the pot mix moisture was at the upper threshold of 50% for moderate drought.The results were based on transcriptome sequencing of the second fully-expanded leaves down from the top of 3 individual plants 9 d after the pot mix moisture was at the upper threshold of 50% for moderate drought.

ABA, Abscisic acid; ABI, ABA-insensitive; DEG, Differentially expressed gene; GA, Gibberellin; padj: Adjust *p*-value; T4, Transgenic generation 4; Y478, Maize inbred line Ye478; Y7-1, Y478 overexpressing *ZmPMP3g.*

^a^Positive and negative values indicated up-regulation and down-regulation of gene expression, respectively.

**Figure 8:**
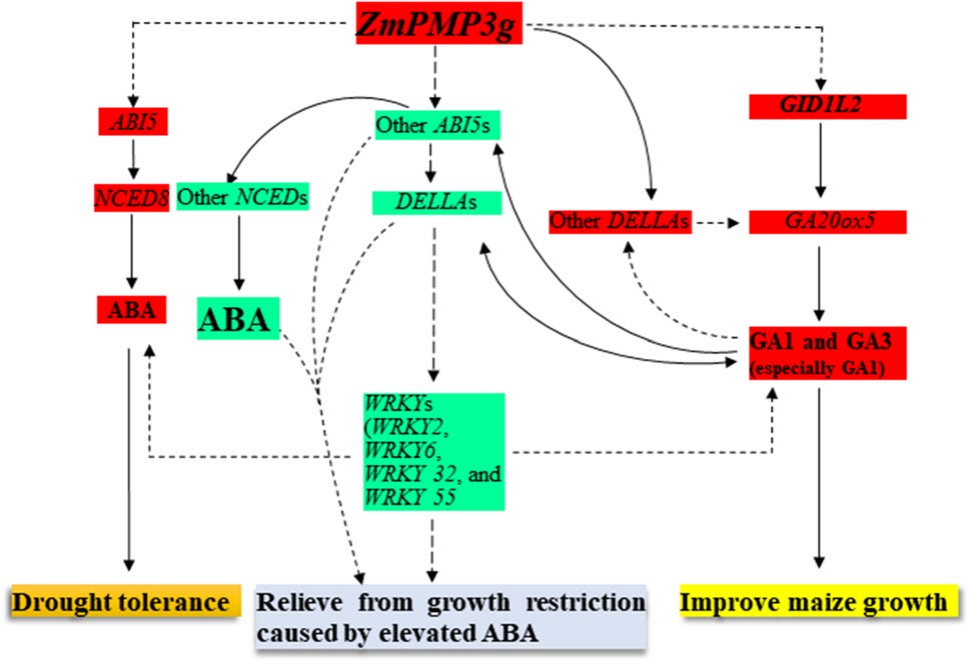
A working model related to *ZmPMP3g* overexpression. This model was established based on gene expression data in this study, of which the effects and paths of gene and enzyme actions referred to the literature^36–38,46,47,49,50,61–65^. Enhanced expression of *ZmPMP3g* gene would result in three major effects toward the following routes: (1) repressing the expression of some *ABI5*s, *DELLA*s, and *WRKY*s (*WRKY2*, *WRKY6*, *WRKY32* and *WRKY55*), and therefore relieving from maize growth restriction caused by elevated ABA; (2) inducing expression of *ABI5* and *NCED8*, promoting ABA production, and consequently endowing maize with drought tolerance; and (3) facilitating expression of *GID12* and *GA20ox5,* and GA1 production, and therefore improving maize growth under drought. In these processes, the cross-talk between the expression of related genes and production of ABA and GA occurred. The red and green boxes indicated an up-regulation/increase and a down-regulation/decrease in gene expression/ABA or GA production, respectively. The dashed lines with arrows denoted that the routes and/or their actions are unknown. The italics indicated genes. ABA, Abscisic acid; *ABI5,* ABA-insensitive 5; GA, Gibberellin; GA2ox, GA2-oxidase; GA20ox, GA20-oxidase; GID1L2, GA receptor; NCED*,* Nine-*cis*-epoxycarotenoid dioxygenase. *WRKY*, WRKY transcription factor.

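Among the genes of the model, the *WRKY* genes were lower in Y7-1 than in Y478 under moderate drought-exogenous ABA, and *ABI5*-like genes differed in both directions. *WRKY6* (Zm00001d039245), of a family that acts in stress and senescence, had 2.25 ± 0.520 FPKM in Y7-1 against 8.01 ± 2.00 in Y478 (SD, n = 3 plants per line), a log2 fold change of -1.62 (standard error 0.40, adjusted p = 0.00673 from limma). *WRKY55* (Zm00001d028962), called *WRKY32* in another part of Table 3, had 4.06 ± 1.88 FPKM against 22.1 ± 14.2 (log2 fold change -2.23, adjusted p = 0.00854), a call lost without Y478 moderate drought-exogenous ABA replicate 3 (adjusted p = 0.0558). Under control the direction of *WRKY55* was the opposite: Table 1 lists it as higher in Y7-1, and its sign was the same here. *WRKY2* (Zm00001d016052, *WRKY22* in Table 3) had 0.583 ± 0.249 FPKM against 1.55 ± 0.192 (log2 fold change -0.94, adjusted p = 0.0126), a call lost without Y7-1 moderate drought-exogenous ABA replicate 1 (adjusted p = 0.0643). Of the *ABI5*-like genes, which encode bZIP factors of ABA signaling, Zm00001d018178 was lower with 45.0 ± 10.7 FPKM against 156 ± 58.1 (log2 fold change -1.75, adjusted p = 0.0185), and not without Y478 moderate drought-exogenous ABA replicate 1 (adjusted p = 0.0844) or Y7-1 moderate drought-exogenous ABA replicate 1 (adjusted p = 0.0678). Zm00001d020711 was higher with 44.7 ± 8.47 FPKM against 15.8 ± 3.38 (log2 fold change 1.47, adjusted p = 0.00537). In Y478 the *ABI5*-like gene Zm00001d031790 rose under moderate drought-exogenous ABA against control-exogenous ABA, with 10.6 ± 0.736 FPKM against 4.52 ± 0.702 (log2 fold change 1.15, adjusted p = 0.0186), and not without Y478 control-exogenous ABA replicate 1 (adjusted p = 0.0925) or moderate drought-exogenous ABA replicate 1 (adjusted p = 0.0501) or 3 (adjusted p = 0.0822). Table 4 has 9 entries for 4 genes in 4 comparisons, chosen by the paper on these libraries and not independent evidence. All 9 entries had the sign given there and 6 were DEGs, or 3 without Y478 control-exogenous ABA replicate 1 or moderate drought-exogenous ABA replicate 1. Of the 40 ABA signaling genes, 2 were higher in Y7-1 under moderate drought-exogenous ABA, 10 were lower and 28 did not pass (2 and 11 adjusted over the list alone), and the list was lower by camera (adjusted p = 0.0110, and adjusted p = 0.513 with an estimated correlation). Over all 23978 tested genes, 6732 passed an adjusted p under 0.05 there. Markers of phloem transport had a mean of log2(FPKM + 0.5) of 3.99 ± 0.12 in Y7-1 against 4.80 ± 0.16 in Y478 in this comparison (camera adjusted p = 0.707). From gene expression data, the measured ABA and GA levels and the literature, the paper proposes a working model. In it *ZmPMP3g* overexpression would repress some *ABI5*, DELLA and *WRKY* genes and so ease the restriction of growth by ABA. In the same model it would induce *ABI5* and *NCED8* and so promote ABA production, and favor genes of the GA receptor and *GA20ox5* and so GA1 production.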

## Materials and methods

### Maize and *ZmPMP3g*

Maize lines used were HZ4, C7-2, Y478 and Z58. The maize gene *ZmPMP3g* was cloned by our laboratory^13^.

### Pot mix preparation

In brief, the tillage soil from the experimental field of Guangxi University was collected, sun-dried, sieved, and then fully mixed with the local commercial organic fertilizer (8:2/w:w). The prepared mix was loaded in pots (31 cm in diameter and 21 cm in height), 5 kg per pot. The pot mix was saturated with tap water, monitored for moisture by using the Dong mei DT001 soil tester (Shanghai, China) equipped with a thin and long detector following the instructions of the manufacturer, and then started either transplanting plants or sowing maize seeds when the moisture of the pot mix about 1 cm below the surface of the pot mix reached 70%.

### *ZmPMP3g* gene transfer, and Basta screening of transformants

The *ZmPMP3g* cDNA ranging from start codon to stop codon was cloned into *NcoI* and *BamH*I restriction sites downstream of the 3×CaMV35S promoter of plasmid pGSA1252 of Basta resistance gene, generating an expression construct of pGSA1252::*ZmPMP3g*. The construct was introduced into maize lines thorugh *Agrobacterium tumefaciens* strain LBA4404 mediated infection of the mature seed embryos. The LBA4404-infected maize embryos were transferred onto Murashige and Skoog medium plates containing 0.1 mg/L IAA, 250 mg/L cefotaxime, 20 ppm herbicide Basta and 30 g/L sucrose, and then allowed to grow for 7 d at 28 °C under a cycle of light/16 h and dark/8 h. The Basta-resistant maize plantlets were transplanted into sandy soil in trays and then grew for 10 d at room temperature followed by foliar spraying with 40 ppm Basta once. After 7 days of spraying with Basta, the maize seedlings that survived were transferred into the pot mix and grew in the glass greenhouse with natural lighting and air humidity conditions.

### Identification of transfomants by PCR and Southern blotting

The genomic DNA was isolated from maize leaves by using the Plant Genomic DNA Kit (Beijing ComWin Biotech Co., Ltd. China). PCR was performed in a 20-μL reaction system containing genomic DNA template, DNA sequence-specific primers and 2× Es Taq Master Mixture (Beijing ComWin Biotech Co., Ltd. China). The primers used were listed in Table 5. The PCR-amplified DNA was further verified by sequencing.

**Table 5:** The primers used in PCR and qPCR.

Used in	Primer	5′ → 3′
PCR	Bar-F	GCACCATCGTCAACCACTACATCG
	Bar-R	AAATCTCGGTGACGGGCAGGAC
	35S-F	CGTCTTCAAAGCAAGTGGATTG
	ZmPMP3g-R	GCGGTACCGTGACAGATGATGCATGGGG
qPCR	ZmPMP3g-F	TCTACGCCATCTACGCCATC
	ZmPMP3g-R	TCAAGCACTACATACAGCACAAG
	Actin-F (for interner control actin gene)	TGCCCTTCCTCATGCTATTCTACG
	Actin-R (for interner control actin gene)	GGCGGAGGTTGTGAAGGAAT

Southern blotting was conducted as the conventional method. In brief, the genomic DNA was digested with *Hind*III. The DNA was amplified by PCR from the pGSA1252::*ZmPMP3g* with primers of 35S-F and ZmPMP3g-R (Table 5), and then labelled as DNA probe by using the DIG High Prime DNA Labelling and Detection Starter Kit II (Roche, Sweden).

### Analysis of *ZmPMP3g* expression by qPCR

The total RNA was isolated by using the TransZol Up Plus RNA Kit (TransGen Biotech, Beijing, China). The first-strand cDNA was synthesized with total RNA by using the PrimeScript™ RT reagent kit containing the gDNA Eraser (TaKaRa, Dalian, China). The first-strand cDNA product was diluted 10 times and then used for qPCR. The qPCR was performed in a 10-μL reaction system containing 2 µL of the 10 times-diluted cDNA product and sequence-specific primers by using the SYBR^®^ Premix Ex Taq™ II (Tli RNaseH Plus) kit (TaKaRa). The qPCR instrument used was an ABI StepOne Plus™ Real-Time PCR System (Applied Biosystem, Temecula, CA, US). The interner control gene was maize actin gene (GenBamk accession no. XM_008650452.3). The primers used were listed in Table 5. The gene expression level in each maize line under each treatment was estimated as 2^−ΔCt [Ct (*ZmPMP3g*) − Ct (*actin*)]^ in the same maize line under the same treatment.

### Pot experiments

Mazie seeds were sowed in the pot mix with 70% moisture and grew in the glass greenhouse with conditions indicated above. After emergence, maize seedlings of health and uniform growth were left. During maize growth, the pot mix moisture was monitored daily as mentioned above. If the moisture of the pot mix about 1 cm below the surface of the pot mix was lower than 70%, the pot mix was sprayed with water. When maize seedlings grew to the 5-leaf stage, the pot mix of another group of seedlings was treated for drought by withholding water. Drought degree  was determined according to the moisture of the pot mix about 5 cm below the surface of the pot mix, which was defined by reference to the literature^51^ and classified into moderate drought of ≤ 50% a mix moisture ≥ 40% and severe drought of < 40% a mix moisture > 30%.

As for the combined treatments of drought/control and ABA, when the pot mix was in the first day of moderate and severe drought, respectively, the maize plants were treated by foilia spraying with 15 mg/L ABA (Sigma, USA) as described by^11^ while the seedlings in control treatment were sprayed with an equal volume of tap water.

Total 15 pots were set for each maize line under each treatment. The dates for analyses after treatments were somewhat different according to the specific situation, which were stated in the figure legends and footnotes. However, the tissues were sampled at 10:00 a.m., and/or immediately frozen in liquid nitrogen for analyses.

### Leaf wilting index analysis

Calculation of leaf wilting index was based on leaf wilting grading standards pre-established by our laboratory. Leaf wilting grade standards were level 0 (no wilting), level I (leaf drooping and slightly wilting), level II (partially shrivelled), level III (whole leaf shrivelled), and level IV (dried or died). The leaf wilting index was then calculated as a formular of [(the number of leaves of level 0 × 0) + (the number of leaves of level I × 1) + (the number of leaves of level II × 2) + (the number of leaves of level III × 3) + (the number of leaves of level IV × 4)]/(the total number of counted leaves  × 4).

### Assay of RWC

The RWC was assayed as described by^52^ with modifications. In brief, 1 g of fresh fully-expanded leaves was cut into small pieces and immersed for 80 min in distilled water. The immersed leaf pieces were collected and then weighed (saturated fresh weight, SFW). After then, the immersed leaf pieces were oven dried to constant weight at 80 °C and then weighed (dry weight, DW). RWC [%] was calculated as a formular of (1 − DW)/(SFW − DW) × 100.

### Assay of LWP

In brief, the surface of fresh fully-expanded leaves was lightly polished by using sandpaper until the leaf mesophyll was exposed. The polished leaves were then immediately detected for LWP by using the WP4-T Dewpoint PotentiaMeteR (METER, US) according to the manufacturer's instructions.

### Measurement of total root length

The roots were first scanned by using the Epson Expression 11000XL scanner (Japan) under 1200 dpi and then further analyzed for total root length by using the RhizoVisionExplorer-2.0.3 software of the WinRHIZO root analysis system WinRHIZO software (Regent Instruments Canada Inc. Canada) under built-in default parameters according to the instructions of the manufacturer.

### Assay of osmoprotectants

The betaine in the tissues was measured following the high-performance liquid chromatography (HPLC) method^53^ but with modifications. Briefly, 1 g of frozen tissues was homogenized in 2 mL of pre-cooled pure methanol by using the scientz-192 tissue grinder (Ningbo, China), The resulting homogenate was diluted to 50 time with Millipore ultra-pure water, concentrated and extracted for 1 h at 75 °C by using a BUCHI R-215 rotary evaporator (Switzerland), cooled on ice, and then filtered with a 0.45-µm filter membrane. The filtrate was then concentrated to a thick paste at 60 °C. The paste was dissolved in 2 mL of ultra-pure water, and filtered. The filtrate was then treated for 30 s by ultrasonic degassing. The ultrasonic degassing-treated filtrate was used for betaine analysis by using the Waters e2695 Alliance HPLC system equipped with a Waters 2998 photodiode array detector and the Empower 3.0 software. The internal standard used was analytical pure grade betaine.

The soluble sugars in the tissues were measured following the HPLC-evaporative light-scattering detector method^54^ but with modifications. Briefly, 0.1 g of frozen tissues was homogenized in 2 mL of ultra-pure water by using the grinder, and extracted in 80 °C water bath through oscillation for 20 min. The extract was centrifuged at 8000 rpm for 10 min. The resulting supernatant was transferred into a volumetric flask, diluted to 10 mL with ultra-pure water, filtered, and then treated for 30 s by ultrasonic degassing. The ultrasonic degassing-treated filtrate was used for total sugar analysis by using the Waters e2695 Alliance HPLC system equipped with a Waters 2424 evaporative light scattering detector and the Empower 3.0 software. The internal standard used was analytical pure grade d-fructose, d-glucose, and sucrose.

### Analysis of MDA

The MDA content in the tissues was determined according to the trichloroacetic acid (TCA)-thiobarbituric acid (TBA) method as described^55^ but with modifications. Briefly, 0.5 g of frozen tissue samples was fully homogenized in a pre-cooled mortar containing 10 mL of pre-cooled 10% TCA and a small amount of quartz sand on ice. The resulting homogenate was centrifuged at 4 °C and 12,000*g* for 10 min. The 1 mL of the supernatant resulting from centrifugation was mixed with 1 mL of 0.6% TBA, allowed to react in 100 °C water bath for 15 min, and then quickly cooled to room temperature on ice. The optical density (OD) values of the resulting reaction mixture at 450 nm, 532 nm, and 600 nm were measured by using the NanoDrop 2000c spectrophotometer (Thermo Scientific, USA), respectively. The MDA content in the reaction solution is calculated according to the formula of C (µmol/L) = [6.45 × (OD_532_-OD_600_) − (0.56 × OD_450_)], and then converted into the MDA content in the tissues as nM g^−1^ fresh weight (FW).

### Assay of O_2_^−·^ and H_2_O_2_

H_2_O_2_ was assayed according to the method described in the literature^56^ but with modifications. Frozen tissues (0.1 g) was fully homogenized in a pre-cooled mortar containing 1 mL of pre-cooled 0.1% TCA. The resulting homogenate was centrifuged at 12,000*g* for 30 min. The 0.5 mL of the resulting supernatant was fully mixed with 0.5 mL of 10 mM phosphate buffered saline (PBS) buffer (pH 7.8) and 1 mL of 1 M KI. The OD value of the supernatant was then read for estimation of H_2_O_2_ content at 360 nm by using the NanoDrop 2000c spectrophotometer. The content of H_2_O_2_ was calculated against a calibration curve plotted with H_2_O_2_ standard, and then converted into the H_2_O_2_ content in the tissues as μg g^−1^ FW.

O_2_^−·^ was measured following the method described in the literature^57^ but with modifications. Frozen tissues (0. 2 g) was fully homogenized in a pre-cooled mortar containing 2 mL of pre-cooled PBS (pH 7.8). The resulting homogenate was centrifuged at 15,000*g* for 10 min. Four tubes were numbered 0–3 (No. 0–3), of which No. 1–3 tubes were added with 0.5 mL of the resulting homogenate respectively, and No.0 tube was added with 0.5 mL of distilled water. Then, 0.5 mL of 50 mM PBS and 1 mL of 1 mM hydroxylamine hydrochloride were added to each tube. The tubes were placed in 100 ºC water bath for 1 h, and then quickly cooled to room temperature on ice. Each tube was then added with 1 mL of 17 mM p-aminobenzene sulfonic acid and 1 mL of 7 mM α-naphthylamine, and placed in 25 °C water bath for 25 min. The OD value of the resulting reaction mixture in each tube was measured for estimation of O_2_^−·^ content at 530 nm by using the NanoDrop 2000c spectrophotometer. The content of O_2_^−·^ in the solution was calculated against the NO^2−^ concentration in a calibration curve plotted with sodium nitrite satandads and then converted into the H_2_O_2_ content in the tissues as μM g^−1^ FW.

### Analysis of activities of SOD and CAT enzymes

For each sample, 0.2 g of the tissues was homogenized in 5 mL of 50 mM pre-cooled PBS (pH 7.8), transfered to a tube and then centrifuged for 20 min at 12,000*g* at 4 °C. The resulting supernatant was used as the crude proteinase extract for analyses of SOD and CAT activity.

The SOD activity was analyzed as the method described in the literature^58^ but with modifications. In brief, the reaction mixture was prepared with PBS (pH 7.8), which was composed of 1.3 μM riboflavin, 13 μM methionine, 63 μM NBT, 0.05 M sodium carbonate (pH 10.2). The 3 mL of reaction mixture were fully mixed with 30 μL of the extract. The mixture was then illuminated for 20 min under a light of 4000 lx in glass test tube. The glass test tubes that were added with both 3 mL reaction mixture and 30 μL PBS served as control. After illumination, the OD value of the resulting reaction mixture was measured for estimation of SOD activity at 530 nm in dark by using the NanoDrop 2000c spectrophotometer.

The CAT activity was analyzed as the method described in the literature^59^ but with modifications. In brief, the reaction mixture was composed of 457.2 mL of 0.15 mM PBS (pH 7.0) and 0.3092 mL of 30% H_2_O_2_. The 3 mL of reaction mixture were fully mixed with 30 μL of the extract, immediately read for OD values once at 240 nm every 30 s for total 5 min. The decrease of OD _240_ value by 0.01 per minute was defined as one enzyme activity unit (U).

### Analysis of endogenous ABA and GA

The ABA and GA content in the tissues was detected by MetWare (http://www.metware.cn/) based on the AB Sciex QTRAP 6500 LC–MS/MS platform following the methods decribed in the literature^60^ and conducted as the in-house protocols provided by the Genedenovo Biotechnology Co., Ltd (Guangzhou, China). In brief, the frozen tissue samples were ground to powder by using the MM400 ball mill (Retsch, Germany) at 30 Hz for 1 min. The 50 mg of the powder were fully mixed with an appropriate amount of internal standard and 1 mL of methanol/water/formic acid (15:4:1, v/v/v). The resulting extraction solution was further concentrated by using the CentriVap vacuum concentrator (LABCONCO, US). The concentrate was re-dissolved with 100 μ L 80% methanol/water solution, and filtered with a 0.22-μm filter membrane for LC–MS/MS analysis. The LC–MS/MS analysis was conducted as the following conditions: 550 °C electrospray ionization, 5,500 V MS voltage in positive ion mode, − 4,500 V MS voltage in negative ion mode, and 35 psi curtain gas. In Q-Trap 6500+, each ion pair was scanned and detected according to the optimized de-clustering potential and collision energy.

### Transcriptome sequencing

Transcriptome sequencing was based on the sequencing platform of the Novogene (Beijing, China). In brief, RNA was isolated from the second fresh leaves down from tops of plants. RNA degradation and contamination were monitored on 1% agarose gels. RNA purity was checked by using the NanoPhotometer^®^ spectrophotometer (IMPLEN, CA, USA). RNA integrity was assessed by using a RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system. A total of 1 µg RNA for each sample was used for construction of sequencing libraries. The libraries were generated by using a NEBNext^®^ UltraTM RNA Library Prep Kit for Illumina^®^ (NEB, USA) and sequenced by using the Illumina Novaseq platform. The transcriptome for each maize line under each treatment was repeated with the second fully-expanded leaves from 3 individual plants. The data were analyzed based on the Novomagic cloud platform (https://magic.novogene.com/) (Novogene, Beijing, China). The DEGs were defined as a |log2 fold change| of ≥ 1 under a adjust *p*-value (padj) of < 0.05.

### Statistical analysis

The statistically significant differences between the data were determined by SPSS version 17.0 (http://www.spss.com/) at *p* < 0.05 or *p* < 0.01.

### Statement of plants involved in this research

The wild type maize materials used in this study were from the Institute of Crop Sciences, CAAS, China, which comply with relevant institutional, national, and international guidelines and legislation in China.

## Supplementary Information

Supplementary Figure S1.

Supplementary Figure S2.

Supplementary Figure S2.

Supplementary Figure S3.

Supplementary Table S1.

Supplementary Table S2.

Supplementary Table S3.

## Data Availability

All data are available in the text and supplementary data without undue reservation. The transcriptome datasets generated and/or analyzed during the current study are available in the NCBI’s GEO repository under accession number GSE220124 (https://www.ncbi.nlm.nih.gov/geo/info/linking.html).

## References

[1] Rocha PS (2016). Plant abiotic stress-related *RCI2/PMP3s*: Multigenes for multiple roles. Planta.

[2] Kim HS, Park W, Lee HS, Shin JH, Ahn SJ (2021). Subcellular journey of rare cold inducible 2 protein in plant under stressful condition. Front. Plant Sci..

[3] Zhang D (2022). Overexpression of MsRCI2D and MsRCI2E enhances salt tolerance in alfalfa *(Medicago sativa* L.) by stabilizing antioxidant activity and regulating ion homeostasis. Int. J. Mol. Sci..

[4] Kim HS (2022). CsRCI2D enhances high-temperature stress tolerance in *Camelina sativa* L. through endo-membrane trafficking from the plasma membrane. Plant Sci..

[5] Inada M, Ueda A, Shi W, Takabe T (2005). A stress inducible plasma membrane protein 3 (AcPMP3) in a monocotyledonous halophyte, *Aneurolepidium chinense*, regulates cellular Na^+^ and K^+^ accumulation under salt stress. Planta.

[6] Ben Romdhane W (2017). Ectopic expression of *Aeluropus littoralis* plasma membrane protein gene *AlTMP1* confers abiotic stress tolerance in transgenic tobacco by improving water status and cation homeostasis. Int. J. Mol. Sci..

[7] Medina J, Ballesteros ML, Salinas J (2007). Phylogenetic and functional analysis of Arabidopsis RCI2 genes. J. Exp. Bot..

[8] Li C (2021). Overexpression of MsRCI2A, MsRCI2B, and MsRCI2C in Alfalfa (*Medicago sativa* L.) provides different extents of enhanced alkali and salt tolerance due to functional specialization of MsRCI2s. Front. Plant Sci..

[9] Kumar P (2022). Salinity stress tolerance and omics approaches: Revisiting the progress and achievements in major cereal crops. Heredity.

[10] Malenica N, Dunić JA, Vukadinović L, Cesar V, Šimić D (2021). Genetic approaches to enhance multiple stress tolerance in maize. Genes.

[11] Fu J (2012). Isolation and characterization of maize *PMP3* genes involved in salt stress tolerance. PLoS ONE.

[12] Zhao Y (2014). Identification and characterization of the *RCI2* gene family in maize (*Zea mays*). J. Genet..

[13] Qing DJ (2009). Comparative profiles of gene expression in leaves and roots of maize seedlings under conditions of salt stress and the removal of salt stress. Plant Cell Physiol..

[14] Li Y, Wang TY (2010). Germplasm base of maize breeding in China and formation of foundation parents. J. Maize Sci..

[15] Cassab GI, Eapen D, Campos ME (2013). Root hydrotropism: An update. Am. J. Bot..

[16] Rontein D, Basset G, Hanson AD (2002). Metabolic engineering of osmoprotectant accumulation in plants. Metab. Eng..

[17] Rawyler A, Arpagaus S, Braendle R (2002). Impact of oxygen stress and energy availability on membrane stability of plant cells. Ann. Bot..

[18] Catala A (2011). Lipid peroxidation of membrane phospholipids in the vertebrate retina. Front. Biosci..

[19] Birben E, Sahiner UM, Sackesen C, Erzurum S, Kalayci O (2012). Oxidative stress and antioxidant defense. World Allergy Organ. J..

[20] Carocho M, Ferreira IC (2013). A review on antioxidants, prooxidants and related controversy: Natural and synthetic compounds, screening and analysis methodologies and future perspectives. Food Chem. Toxicol..

[21] Agarwal PK, Jha B (2010). Transcription factors in plants and ABA dependent and independent abiotic stress signaling. Boliogical Plantarum.

[22] Sharp RE, LeNoble ME, Else MA, Thorne ET, Gherardi F (2000). Endogenous ABA maintains shoot growth in tomato independently of effects on plant water balance: Evidence for an interaction with ethylene. J. Exp. Bot..

[23] Sobeih WY, Dodd IC, Bacon MA, Grierson D, Davies WJ (2004). Long-distance signals regulating stomatal conductance and leaf growth in tomato (*Lycopersicon esculentum*) plants subjected to partial root-zone drying. J. Exp. Bot..

[24] Dietz KJ, Vogel MO, Viehhauser A (2010). AP2/EREBP transcription factors are part of gene regulatory networks and integrate metabolic, hormonal and environmental signals in stress acclimation and retrograde signalling. Protoplasma.

[25] Wilkinson S, Davies WJ (2010). Drought, ozone, ABA and ethylene: New insights from cell to plant to community. Plant Cell Environ..

[26] Feller A, Machemer K, Braun EL, Grotewold E (2011). Evolutionary and comparative analysis of MYB and bHLH plant transcription factors. Plant J..

[27] Huang GT (2012). Signal transduction during cold, salt, and drought stresses in plants. Mol. Biol. Rep..

[28] Nuruzzaman M, Sharoni AM, Kikuchi S (2013). Roles of NAC transcription factors in the regulation of biotic and abiotic stress responses in plants. Front. Microbiol..

[29] Roychoudhury A, Paul S, Basu S (2013). Cross-talk between abscisic acid-dependent and abscisic acid-independent pathways during abiotic stress. Plant Cell Rep..

[30] Yoshida T, Mogami J, Yamaguchi-Shinozaki K (2014). ABA-dependent and ABA-independent signaling in response to osmotic stress in plants. Curr. Opin. Plant Biol..

[31] Kapoor K (2018). Phytoglobins regulate nitric oxide-dependent abscisic acid synthesis and ethylene-induced program cell death in developing maize somatic embryos. Planta.

[32] Liu S, Lv Z, Liu Y, Li L, Zhang L (2018). Network analysis of ABA-dependent and ABA-independent drought responsive genes in *Arabidopsis thaliana*. Genet. Mol. Biol..

[33] Wang YG (2018). Interaction network of core ABA signaling components in maize. Plant Mol. Biol..

[34] Sah SK, Reddy KR, Li J (2016). Abscisic acid and abiotic stress tolerance in crop plants. Front. Plant Sci..

[35] Liu Y (2019). MYC2 regulates the termination of jasmonate signaling via an autoregulatory negative feedback loop. Plant Cell.

[36] Schwechheimer C (2008). Understanding gibberellic acid signaling–are we there yet?. Curr. Opin. Plant Biol..

[37] Kim GB, Son SU, Yu HJ, Mun JH (2019). *MtGA2ox10* encoding C20-GA2-oxidase regulates rhizobial infection and nodule development in *Medicago truncatula*. Sci. Rep..

[38] Blanco-Touriñán N, Serrano-Mislata A, Alabadí D (2020). Regulation of DELLA proteins by post-translational modifications. Plant Cell Physiol..

[39] Koornneef M, Bentsink L, Hilhorst H (2002). Seed dormancy and germination. Curr. Opin. Plant Biol..

[40] Mutasa-Göttgens E, Hedden P (2009). Gibberellin as a factor in floral regulatory networks. J. Exp. Bot..

[41] Davière JM, Achard P (2016). A pivotal role of DELLAs in regulating multiple hormone signals. Mol. Plant.

[42] Conti L (2017). Hormonal control of the floral transition: Can one catch them all ?. Dev. Boil..

[43] Zhang HJ (2014). Melatonin promotes seed germination under high salinity by regulating antioxidant systems, ABA and GA_4_ interaction in cucumber (*Cucumis sativus* L.). J. Pineal Res..

[44] Verma V, Ravindran P, Kumar PP (2016). Plant hormone-mediated regulation of stress responses. BMC Plant Biol..

[45] Cheng M (2022). H_2_O_2_ and Ca^2+^ signaling crosstalk counteracts ABA to induce seed germination. Antioxidants.

[46] Zhang ZL (2009). A negative regulator encoded by a rice *WRKY* gene represses both abscisic acid and gibberellins signaling in aleurone cells. Plant Mol. Biol..

[47] Shu K (2016). ABI4 mediates antagonistic effects of abscisic acid and gibberellins at transcript and protein levels. Plant J..

[48] Kang X (2018). HRB2 and BBX21 interaction modulates *Arabidopsis ABI5* locus and stomatal aperture. Plant Cell Environ..

[49] Yang X, Bai Y, Shang J, Xin R, Tang W (2016). The antagonistic regulation of abscisic acid-inhibited root growth by brassinosteroids is partially mediated via direct suppression of ABSCISIC ACID INSENSITIVE 5 expression by BRASSINAZOLE RESISTANT 1. Plant Cell Environ..

[50] Jiang G (2014). Regulation of inflorescence branch development in rice through a novel pathway involving the pentatricopeptide repeat protein sped1-D. Genetics.

[51] Zhang Q, Zou XK, Xiao FJ (2006). Classification of meteorologic category, GB/T 20481–2006.

[52] Phookaew P, Netrphan S, Sojikul P, Narangajavana J (2014). Involvement of miR164- and miR167-mediated target gene expressions in responses to water deficit in cassava. Biol. Plant..

[53] Liu ZG, Tao YD, Shao Y, Zhang HG (2012). Determination of betaine in *Lycium ruthenicum* Murr. and L*ycium barbarum *L. Chin. J. Spectrosc. Lab..

[54] Xiu L, Liu JS, Cai D, Zheng MZ (2011). Determination of soluble sugar content in fresh corn. Food Sci..

[55] Zhao SJ, Xu C, Zou Q, Meng Q (1994). Improvements of method for measurement of malondialdehyde in plant tissues. Plant Physiol. Commun..

[56] Ryan A, Cojocariu C, Possell M, Davies WJ, Hewitt CN (2009). Defining hybrid poplar (*Populus deltoides* x *Populus trichocarpa*) tolerance to ozone: Identifying key parameters. Plant Cell Environ..

[57] Elstner EF, Heupel A (1976). Inhibition of nitrite formation from hydroxylammoniumchloride: A simple assay for superoxide dismutase. Anal. Biochem..

[58] Giannopolitis CN, Ries SK (1997). Superoxide dismutases. I. Occurrence in higher plants. Plant Physiol..

[59] Aebi H (1984). Catalase in vitro. Methods Enzymol..

[60] Li Y, Zhou C, Yan X, Zhang J, Xu J (2016). Simultaneous analysis of ten phytohormones in *Sargassum horneri* by high-performance liquid chromatography with electrospray ionization tandem mass spectrometry. J. Sep. Sci..

[61] Chen S (2016). Identification and characterization of tomato gibberellin 2-oxidases (GA2oxs) and effects of fruit-specific *SlGA2ox1* overexpression on fruit and seed growth and development. Hortic. Res..

[62] Katyayini NU, Rinne PLH, Tarkowská D, Strnad M, van der Schoot C (2020). Dual role of gibberellin in perennial shoot branching: Inhibition and activation. Front. Plant Sci..

[63] Lo SF (2008). A novel class of gibberellin 2-oxidases control semidwarfism, tillering, and root development in rice. Plant Cell.

[64] Zentella R (2007). Global analysis of della direct targets in early gibberellin signaling in *Arabidopsis*. Plant Cell.

[65] Gou J (2018). From model to crop: Functional characterization of *SPL8* in *M. truncatula* led to genetic improvement of biomass yield and abiotic stress tolerance in alfalfa. Plant Biotechnol. J..

# Supplementary material for: Characterization of ZmPMP3g function in drought tolerance of maize
**Source:** Sci Rep. 2023 May 5;13:7375. doi: 10.1038/s41598-023-32989-4
**Supplement:** Supplementary file 7 — Supplementary Table S3.

| **Table S3** The DEGs in leaves of non-transgenic wild type Y478 under a combination of control and exogenous ABA as a combination of control and exogenous ABA (Y478) vs. control (Y478) in pot experiments with foliar spraying with exogenous ABA | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| Gene ID |  | Gene description |  | log2 (fold change)^a^ | padj |  |
| Zm00001d042779 |  | Protein ABSCISIC ACID-INSENSITIVE 5 |  | 2.18 | 0.003 |  |
| Zm00001d014029 |  | myb domain protein 15 |  | 1.99 | 0.041 |  |
| Zm00001d002143 |  | bZIP-transcription factor 27 |  | 1.26 | 0.026 |  |
| Zm00001d025544 |  | Zeaxanthin epoxidase chloroplastic |  | -1.23 | 0.000 |  |
| Foliar spraying with ABA started on the first day when the pot mix was at the upper threshold of 50% for moderate drought. The results were based on transcriptome sequencing of the second fully-expanded leaves down from the top of 3 individual plants 9 d after the pot mix moisture was at the upper threshold of 50% for moderate drought. ^a^ Positive and negative values indicated up-regulation and down-regulation of gene expression, respectively. ABA, Abscisic acid; DEG, Differentially expressed gene; padj: Adjust *p*-value; Y478, Maize inbred line Ye478. | | | | | | |

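Supplementary Table S3 lists the ADIDS-related DEGs that the paper found in Y478 leaves under control-exogenous ABA against control. *ABI5* (Zm00001d042779), a bZIP factor of ABA signaling, had 2.95 ± 1.11 FPKM under control-exogenous ABA against 0.646 ± 0.218 under control (SD, n = 3 plants per group), a log2 fold change of 1.55 (standard error 0.39, adjusted p = 0.222 from limma). Zeaxanthin epoxidase (Zm00001d025544), an enzyme early in ABA synthesis, had 44.9 ± 6.07 FPKM against 104 ± 28.1 (log2 fold change -1.18, adjusted p = 0.377). *MYB15* (Zm00001d014029) had a log2 fold change of 1.34 (adjusted p = 0.549) and *bZIP27* (Zm00001d002143), named after its match in the table, of 1.03 (adjusted p = 0.428). All 4 genes had the sign given in the table, 3 passed at an unadjusted p under 0.05, and with array weights 4 of 4 were DEGs. Those weights gave control-exogenous ABA replicate 1 a value of 7.432, against 0.618 and 0.519 for replicates 2 and 3. The paper chose them on these libraries, and their signs are not independent evidence.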

How the deposited data were processed for this re-analysis (not part of the article)

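Leaf RNA of 24 maize plants was measured, 3 plants in each of 8 groups made of 2 lines (Y478 and Y7-1) and 4 treatments (control, control-exogenous ABA, moderate drought and moderate drought-exogenous ABA). Moderate drought is a pot mix moisture from 40% to 50%, against 70% under control. Exogenous ABA is foliar spraying with 15 mg/L that started on the first day of moderate drought, and leaves were taken 9 days after the mix reached 50%. The labels of the deposit gave the line, treatment and replicate of each library, and every library was used.

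The authors deposited FPKM values, 1 column per plant, with the position, length, name and description of 46430 genes. To make them, the authors sequenced libraries of the NEBNext Ultra RNA kit on the Illumina NovaSeq platform and analysed the reads on the Novomagic platform, and their notes name HISAT2 2.0.5. The read counter, the annotation release and the FPKM tool are not given, and the genome build, tissue and kit named in the labels are not those of maize leaves in the paper. Of the genes, 33481 were above 0 in any library, 6541 had a name and 32184 a description.

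FPKM times gene length was a whole multiple of 1 step in every library (100% of values within 0.05 of a whole number), which gave whole reads per gene and an effective library size from 13616081 to 19901729. The sum of the recovered reads was 0.834 to 1.324 times that size, a factor that is not stated. The 10 highest genes held 7.5% to 11.4% of the reads (median 9.6%). With this depth, 1 read of a gene of 1000 bases is 0.0502 to 0.0734 FPKM, so values near 0.5 FPKM rest on few reads. Replicates were checked for technical copies: the chi-square per degree of freedom between the 24 pairs within a group was 17.48 to 214.8.

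The statistics were run in R 4.3.3 with limma 3.58.1, and tables and figures in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Genes with an FPKM of at least 0.5 in at least 3 of 24 libraries were tested (23978 genes), as log2(FPKM + 0.5), with limma (a mean per group in 1 fit, moderated by eBayes with a trend, not robust). Tests are two-sided and adjusted over the tested genes of each comparison by Benjamini and Hochberg, and a DEG has an adjusted p under 0.05 and an absolute log2 fold change of at least 1. Counts of genes at an unadjusted p under 0.05 keep this minimum fold change. Counts of entries of the paper's tables at an unadjusted p ask for the paper's sign and no minimum fold change. The median standard error over all tested genes was 0.312 on the log2 scale for 3 plants against 3, 0.441 for an interaction and 0.156 for an average over 12 plants against 12. Comparisons were drought and ABA within each line, the lines within each treatment, 3 interactions of line with treatment, and the averages of line, ABA and drought. The homolog was also tested by exact permutation.

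ADIDS-related genes are not listed by the paper as a whole set, so names and descriptions were matched to the families it names (1415 genes, 834 tested). Another 38 lists of genes were matched to names and descriptions in the same way and tested with camera, at a preset inter-gene correlation of 0.01 and at an estimated one, where at least 3 members were tested. Markers of leaf cell types and states are 9 of these lists, also given as the mean of log2(FPKM + 0.5) over the list in each library. Members of a list count as rose or fell at an adjusted p under 0.05 over all tested genes, and beside this adjusted over the list alone.

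Genes were named by a rule: (a) the genes of the paper's text, Fig. 8, Tables 1 to 4 and S3, and those of Tables S1 and S2 with the 10 largest changes in the paper's column, whose values had been seen; (b) for each comparison the 10 rising and 10 falling DEGs with the largest change among those with a name or description and no overlap between the groups; (c) for each list and comparison up to 4 members with an adjusted p under 0.05, largest first; and (d) every member of the PMP3 family. The text takes genes in this order and leaves many out.

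The fit was tested on simulated data of 23978 genes with 200 changed ones, 100 at a log2 change of 1.5 and 100 at 3. Recovered as DEGs were 69% and 87% in a simulation of Y478 moderate drought against control, 65% and 96% for Y478 moderate drought-exogenous ABA against moderate drought, 72% and 93% for Y478 control-exogenous ABA against control, 64% and 88% for the lines under control, and 88% and 100% for the average of the lines. Unchanged genes called were 7, 7, 9, 7 and 1 in the same order, and no changed gene had the wrong sign. These figures describe the simulated data only and were not split by the level of the genes. They do not show how many changed genes of low FPKM would be recovered, and no recovery of such genes is taken from them. They need not carry over to the real libraries, whose array weights ranged from 0.186 to 7.432. Regroupings of the real libraries gave up to 1, 56, 4, 1 and 37 DEGs in these comparisons, in the same order.

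The alternatives were pseudocounts of 0.1 and 1, no filter, median-of-ratios rescaling (factors from 0.997 to 1.004), only the compared groups in the fit, the replicate number as a block, array weights, limma-voom on the recovered reads with the effective library sizes, leaving out each library in turn, no minimum fold, and an estimated inter-gene correlation. Array weights ranged from 0.186 (Y7-1 control-exogenous ABA replicate 3) to 7.432 (Y478 control-exogenous ABA replicate 1), so some groups rest largely on 1 library there. Fits without the library labelled Y7-1 moderate drought replicate 3 were added, after seeing the data, for comparisons that do not hold it. The paper's other measurements (RT-qPCR, physiology, hormones and metabolites) and severe drought have no libraries here and were left out, and reads were not available to look for the inserted construct.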

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

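Of the tests below, those of different genetic backgrounds and of segregating chromosome segments were set out earlier, and the others were chosen only after the result was seen.

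The library labelled Y7-1 moderate drought replicate 3 lies far from the others of its group: 68 of 74 genes read only in Y478 were read in it, which the paper does not report. A low depth is argued against by its 16784892 reads, the most of its group, and a response of Y7-1 to moderate drought by the other 2 libraries of the group, which had at least 85.6% of the genes read only in Y7-1. An exchange between the Y7-1 and Y478 moderate drought samples is argued against as well, since no Y478 moderate drought library had over 0.8% of those genes. A candidate explanation that remains is a sample of Y478 under the label, since the library had 0 percent of the genes read only in Y7-1. At which step this could have happened was not tested.

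Without that library, 88 genes were read in every library of 1 line and in none of the other (at least 1 FPKM against under 0.1), 54 in the 11 Y7-1 and 34 in the 12 Y478 libraries, a signal in genes that the paper does not discuss. Of 100 groupings of the libraries, only the real one had as many, and the highest other had 0. That library was left out after it was seen to lack genes read only in Y7-1. The groupings therefore cannot exclude chance for the libraries as labelled. An event at 1 chromosomal place, such as the insertion, is argued against as the whole cause, since the genes lie on 10 chromosomes, with at most 17% (15 genes, on chromosome 4) on 1. Different genetic backgrounds of the plants called Y7-1 and Y478 may account for them and stay open: 0 of 11 Y7-1 libraries lacked neighbouring genes together beyond permutations, but a difference fixed in all Y7-1 plants leaves nothing lacking, so the bound set out earlier was wrong. An effect of the overexpressed gene in every treatment stays open as well, as untested.

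Parts of the genes of their line were missing in 3 Y7-1 libraries: of 308 genes at least 200000 bases apart that told the lines apart, 93 (30.2%) were at the Y478 state in control replicate 2, 78 (25.3%) in moderate drought replicate 2 and 60 (19.5%) in control-exogenous ABA replicate 3, against 4.2% to 13.0% in the other 8. These genes had 1 state in all Y478 libraries and the other in at least 6 of the 11 Y7-1 libraries. The rule lets a gene be missing in some Y7-1 libraries, so the shares depend on it. A low depth is argued against by the 17247683 reads of the first, above the median of 17203513, and for the third, which had the fewest reads (15762667), by its genes read only in Y7-1: 51 lay under 10% of their level in the other Y7-1 libraries, where sampling of reads at its depth would put 1.2. Mixed-in RNA of Y478 would lower the genes read only in Y7-1 alike, and is argued against by the first library, where 39.0% of them lay under 10% of their level in the other Y7-1 libraries while the median was 68.5%. Chromosome segments that segregate within Y7-1 may account for the pattern and cannot be told apart from scattered genes: neighbours missing together numbered 31, 27 and 15, against 27.0, 18.9 and 11.2 on average over 10000 permutations (adjusted permutation p = 0.375, 0.134 and 0.375). A p over the threshold excludes nothing, so the bound set out earlier was wrong here too.

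The test of a difference between the lines in their response to drought called 2 genes, each listed at 0 under control in 1 line, where it could not have fallen. The calls therefore restate that 1 line lacks reads of the gene, no difference in the response is taken from them, and the size of the log2 value depends on the pseudocount. Cellulose synthase-like D3 (Zm00001d021732) had 7.01, 8.17 and 7.56 FPKM in Y478 under control, 0.096, 0.244 and a value listed at 0 under moderate drought, and Y7-1 was listed at 0 but for 0.0378 in the library labelled Y7-1 moderate drought replicate 3. Its value, Y7-1 minus Y478, was log2 3.77 (standard error 0.57, limma adjusted p = 0.0328), 2.97 and 5.50 at pseudocounts of 1 and 0.1 and 7.59 with limma-voom (adjusted p from 0.00143 to 0.538 under the alternatives, and 0.0879 without that library). The call was lost without any 1 of Y478 control replicates 1, 2 and 3 (adjusted p = 0.0901, 0.155 and 0.124), Y478 moderate drought replicates 1 and 2 (0.131 and 0.0669) and Y7-1 control replicates 1 and 3 (0.0629 and 0.126). The undescribed Zm00001d013165, named after its values were seen, had 5.27, 3.74 and 3.31 FPKM in Y7-1 under control and was listed at 0 in all other control and moderate drought libraries. Its value was -3.18 (standard error 0.31, adjusted p = 1.08e-04, and 5.25e-06 to 0.0164 under the alternatives), and from -6.47 with limma-voom to -2.33 at a pseudocount of 1.

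In comparisons that the paper does not report, Y7-1 against Y478 gave 233 DEGs under moderate drought and 3562 under control-exogenous ABA, and 10 splits of 6 libraries are too few for a share under 0.05 (highest other split 155 and 240). Without 1 library the 233 became 8, 7 and 400 (Y478 moderate drought replicates 1, 2 and 3) and 18, 0 and 2270 (Y7-1 moderate drought replicates 1, 2 and 3), with limma, against 2013 at an unadjusted p under 0.05, 255 with limma-voom and 1813 with array weights.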

How the results depend on the processing

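Most results of named genes, calls and missing calls together, stayed as reported. No call of a named list stayed with an estimated inter-gene correlation (it ended in 9 of 9). Many counts moved, among them those within single lines and the count between the lines under moderate drought. The alternatives were planned, except the fits without Y7-1 moderate drought replicate 3 for comparisons and lists that do not hold it, which were added after seeing the data. Below, ABA is exogenous ABA and drought is moderate drought, "lines" is Y7-1 against Y478, and a count is named as moved when it changes by over 1.5 times. No result with a call changed its direction under any alternative. Of the single genes and lists named in the text, the presence or absence of a call stayed in 160 with median-of-ratios rescaling (a call ended in 1), 151 at a pseudocount of 0.1 (10), 159 at 1 (2), 150 without the filter (11), 135 with limma-voom (25, and 1 newly passed), 144 with array weights (9, and 8 newly passed), 99 with only the compared groups (38, and 2 newly passed) and 1276 of the fits leaving out 1 library (208, and 7 newly passed). These numbers include genes that had no call to lose, so they do not give the share of calls that stayed. Depth limits genes near the floor, since 1 read of a gene of 1000 bases is 0.0502 to 0.0734 FPKM. Counts of 0 below are those of limma with the setting named; at an unadjusted p under 0.05 the fit of all groups gave 510 DEGs (Y478 ABA in drought), 431 (Y478 ABA in control), 1666 (Y7-1 drought), 1320 (Y7-1 ABA in drought), 1013 (Y7-1 ABA in control) and 2013 (lines in drought). Where no construction is named with a setting, the cause was not tested. The larger number of genes to adjust over, named with no filter, does not account for the counts that rose there, whose cause was not tested either.

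With array weights DEGs were 2510 instead of 985 (Y478 drought), 764 instead of 1 (Y478 ABA in drought), 1232 instead of 1 (Y478 ABA in control), 3424 instead of 2187 (lines in control), 2 instead of 148 (Y7-1 drought), 59 instead of 38 (Y7-1 ABA in drought), 520 instead of 7 (Y7-1 ABA in control), 3177 instead of 1473 (Y478 drought with ABA), 1813 instead of 233 (lines in drought), 51 instead of 0 (interaction of ABA in drought), 184 instead of 0 (interaction of ABA in control), 34 instead of 2 (interaction of drought) and 77 instead of 2 (ABA average); ADIDS-related DEGs were 163 instead of 70 (Y478 drought), 42 instead of 0 (Y478 ABA in drought), 52 instead of 0 (Y478 ABA in control), 122 instead of 68 (lines in control), 0 instead of 7 (Y7-1 drought), 30 instead of 1 (Y7-1 ABA in control) and 190 instead of 100 (Y478 drought with ABA); entries of the paper's tables that are DEGs were 0 instead of 4 (Table 2), 60 instead of 36 (Table S1), 186 instead of 0 (Table S2) and 4 instead of 0 (Table S3); gene lists were 4 instead of 7 (Y478 drought), 6 instead of 3 (Y7-1 ABA in drought), 4 instead of 11 (lines in drought), 8 instead of 13 (interaction of ABA in control) and 0 instead of 6 (interaction of drought). At a pseudocount of 0.1 DEGs were 0 instead of 1 (Y478 ABA in drought), 0 instead of 1 (Y478 ABA in control), 20 instead of 38 (Y7-1 ABA in drought), 11 instead of 7 (Y7-1 ABA in control), 1 instead of 2 (interaction of drought), 0 instead of 2 (ABA average) and 1981 instead of 1310 (drought average); ADIDS-related DEGs were 2 instead of 1 (Y7-1 ABA in control). At a pseudocount of 1 DEGs were 4 instead of 1 (Y478 ABA in drought), 2 instead of 1 (Y478 ABA in control), 2 instead of 7 (Y7-1 ABA in control) and 3 instead of 0 (interaction of ABA in drought); ADIDS-related DEGs were 0 instead of 1 (Y7-1 ABA in control); entries of the paper's tables that are DEGs were 3 instead of 0 (Table S2). Without a filter on low genes, with more genes to adjust over, DEGs were 7 instead of 1 (Y478 ABA in drought), 2 instead of 1 (Y478 ABA in control), 98 instead of 148 (Y7-1 drought), 110 instead of 233 (lines in drought), 5 instead of 0 (interaction of ABA in drought) and 1 instead of 2 (ABA average); ADIDS-related DEGs were 46 instead of 70 (Y478 drought), 1 instead of 0 (Y478 ABA in drought) and 0 instead of 1 (Y7-1 ABA in control); entries of the paper's tables that are DEGs were 23 instead of 36 (Table S1) and 5 instead of 0 (Table S2); gene lists were 2 instead of 4 (Y478 ABA in control), 7 instead of 13 (interaction of ABA in control) and 0 instead of 6 (interaction of drought). Fitting only the compared groups, with fewer libraries behind the spread, DEGs were 0 instead of 1 (Y478 ABA in drought), 0 instead of 148 (Y7-1 drought), 0 instead of 38 (Y7-1 ABA in drought), 0 instead of 7 (Y7-1 ABA in control), 234 instead of 1473 (Y478 drought with ABA), 0 instead of 233 (lines in drought), 1883 instead of 3562 (lines in control-ABA), 1 instead of 0 (interaction of ABA in drought) and 1 instead of 0 (interaction of ABA in control); ADIDS-related DEGs were 43 instead of 70 (Y478 drought), 0 instead of 7 (Y7-1 drought), 0 instead of 5 (Y7-1 ABA in drought), 0 instead of 1 (Y7-1 ABA in control) and 18 instead of 100 (Y478 drought with ABA); entries of the paper's tables that are DEGs were 0 instead of 4 (Table 2) and 20 instead of 36 (Table S1). Under limma-voom on recovered reads DEGs were 2 instead of 1 (Y478 ABA in drought), 0 instead of 1 (Y478 ABA in control), 77 instead of 148 (Y7-1 drought), 13 instead of 38 (Y7-1 ABA in drought), 0 instead of 7 (Y7-1 ABA in control), 1 instead of 2 (interaction of drought) and 2019 instead of 1310 (drought average); ADIDS-related DEGs were 1 instead of 5 (Y7-1 ABA in drought) and 0 instead of 1 (Y7-1 ABA in control); entries of the paper's tables that are DEGs were 2 instead of 0 (Table S2); gene lists were 2 instead of 4 (Y478 ABA in control). Asking for an adjusted p under 0.05 with no minimum fold, which by construction only adds genes, DEGs were 6732 instead of 4311 (lines in drought-ABA), 2317 instead of 1473 (Y478 drought with ABA), 11724 instead of 3526 (line average), 5 instead of 2 (ABA average) and 6693 instead of 1310 (drought average). After median-of-ratios rescaling DEGs were 1 instead of 2 (ABA average). Given an estimated inter-gene correlation, camera called 0 lists in each comparison, instead of 7 (Y478 drought), 11 (Y478 ABA in drought), 4 (Y478 ABA in control), 4 (lines in control), 2 (Y7-1 drought), 3 (Y7-1 ABA in drought), 9 (Y7-1 ABA in control), 10 (lines in drought-ABA), 6 (Y478 drought with ABA), 11 (lines in drought), 7 (lines in control-ABA), 4 (interaction of ABA in drought), 13 (interaction of ABA in control), 6 (interaction of drought), 7 (line average), 5 (ABA average) and 9 (drought average); the cause was not tested.

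Replicate numbers did not pair the libraries. Over 84 pairs of libraries with the same number in compared groups, the correlation of their deviations from the group means had a median of 0.001 and ranged from -0.238 to 0.318, with 12 over 0.1, and over 168 pairs with different numbers the median was -0.004. Set against each other group in turn, a library correlated best with its own number in 61 of 168 cases. With the number as a replicate block, DEGs were 3 instead of 1 (Y478 ABA in drought), 0 instead of 1 (Y478 ABA in control), 58 instead of 38 (Y7-1 ABA in drought), 1 instead of 7 (Y7-1 ABA in control), 1 instead of 2 (interaction of drought) and 0 instead of 2 (ABA average); ADIDS-related DEGs were 0 instead of 1 (Y7-1 ABA in control); entries of the paper's tables that are DEGs were 2 instead of 0 (Table S2). The replicate block also ended the call of 8 named genes or lists and changed no other call.

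Leaving out 1 library at a time, named in brackets, DEGs ranged from 282 (Y478 drought replicate 1) to 1286 (Y478 drought replicate 3) around 985 (Y478 drought); from 0 (Y478 drought replicate 1) to 4 (Y478 drought-ABA replicate 2) around 1 (Y478 ABA in drought); from 0 (Y478 control replicate 2) to 8 (Y478 control-ABA replicate 2) around 1 (Y478 ABA in control); from 1218 (Y478 control replicate 1) to 2534 (Y7-1 drought replicate 3) around 2187 (lines in control); from 20 (Y7-1 drought replicate 3) to 787 (Y7-1 drought replicate 1) around 148 (Y7-1 drought); from 5 (Y7-1 drought-ABA replicate 3) to 784 (Y7-1 drought replicate 1) around 38 (Y7-1 ABA in drought); from 2 (Y7-1 control-ABA replicate 2) to 125 (Y7-1 control-ABA replicate 3) around 7 (Y7-1 ABA in control); from 597 (Y478 drought-ABA replicate 3) to 1672 (Y7-1 drought replicate 3) around 1473 (Y478 drought with ABA); from 0 (Y7-1 drought replicate 2) to 2270 (Y7-1 drought replicate 3) around 233 (lines in drought); from 0 (Y478 drought replicate 2) to 91 (Y7-1 drought replicate 1) around 0 (interaction of ABA in drought); from 0 (Y478 control replicate 1) to 7 (Y7-1 control-ABA replicate 3) around 0 (interaction of ABA in control); from 1 (Y478 control replicate 1) to 37 (Y478 drought replicate 3) around 2 (interaction of drought); from 0 (Y478 control replicate 2) to 16 (Y478 control-ABA replicate 2) around 2 (ABA average). ADIDS-related DEGs ranged from 19 (Y478 drought replicate 1) to 92 (Y478 drought replicate 3) around 70 (Y478 drought); from 35 (Y478 control replicate 1) to 81 (Y7-1 drought replicate 3) around 68 (lines in control); from 1 (Y7-1 drought replicate 3) to 34 (Y7-1 drought replicate 1) around 7 (Y7-1 drought); from 0 (Y7-1 drought-ABA replicate 2) to 32 (Y7-1 drought replicate 1) around 5 (Y7-1 ABA in drought); from 0 (Y7-1 control replicate 3) to 9 (Y7-1 control-ABA replicate 1) around 1 (Y7-1 ABA in control); from 48 (Y478 drought-ABA replicate 3) to 107 (Y7-1 drought replicate 3) around 100 (Y478 drought with ABA). Entries of the paper's tables that are DEGs ranged from 19 (Y478 control replicate 1) to 40 (Y7-1 drought replicate 3) around 35 (Table 1); from 1 (Y7-1 drought replicate 3) to 10 (Y7-1 control-ABA replicate 3) around 4 (Table 2); from 3 (Y478 control-ABA replicate 1) to 8 (Y7-1 drought replicate 3) around 6 (Table 4); from 9 (Y478 drought replicate 1) to 43 (Y7-1 drought replicate 3) around 36 (Table S1). Gene lists past the threshold ranged from 4 (Y478 drought replicate 1) to 8 (Y478 drought replicate 3) around 7 (Y478 drought); from 7 (Y478 drought replicate 3) to 16 (Y478 drought replicate 1) around 11 (Y478 ABA in drought); from 3 (Y478 control replicate 3) to 7 (Y478 control replicate 1) around 4 (Y478 ABA in control); from 1 (Y7-1 control replicate 2) to 6 (Y7-1 control replicate 3) around 4 (lines in control); from 1 (Y7-1 drought replicate 2) to 4 (Y7-1 control replicate 2) around 2 (Y7-1 drought); from 2 (Y7-1 drought replicate 1) to 11 (Y7-1 drought replicate 3) around 3 (Y7-1 ABA in drought); from 0 (Y478 drought replicate 1) to 12 (Y478 drought replicate 2) around 11 (lines in drought); from 4 (Y478 control-ABA replicate 3) to 10 (Y478 control-ABA replicate 2) around 7 (lines in control-ABA); from 2 (Y478 drought replicate 2) to 8 (Y7-1 drought replicate 2) around 4 (interaction of ABA in drought); from 7 (Y7-1 control-ABA replicate 3) to 14 (Y478 control replicate 1) around 13 (interaction of ABA in control); from 0 (Y478 control replicate 3) to 7 (Y478 drought replicate 3) around 6 (interaction of drought). The log2 fold change of the homolog Zm00001d024778 (lines in drought), -1.29, ranged from -2.10 (Y7-1 drought replicate 3, where it passed the test) to -0.81 (Y7-1 drought replicate 1). With 1 library left out, the group of 2 is assumed to vary like the other groups, and the cause was not tested beyond the smaller group.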

Differences from the paper's values

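The values were set beside the paper's at its stated thresholds. The paper does not say how its log2 fold changes were made: of the 117 for genes above 0 in both groups, 116 lay within the standard error of the fit from the log2 ratio of group mean FPKM here, with all 24 libraries included. No test here was chosen after the result was seen, apart from the fits without Y7-1 moderate drought replicate 3 for comparisons that do not hold it and the lower bounds for genes with a group at 0.

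For ADIDS-related DEGs in Y478 under moderate drought-exogenous ABA against moderate drought, the paper's count is 288 and limma gave 0 here (33 at an unadjusted p under 0.05, 0 with limma-voom). Under control-exogenous ABA against control, the paper's count is 4 and limma gave 0 (18 unadjusted, 0 with limma-voom). The set of ADIDS-related genes was matched here by names, so it need not be the paper's. No alternative set before the data were examined brought either count within the paper's. The values under them were 42 and 52 with array weights, 1 and 0 with no filter, and 0 and 0 with both other pseudocounts, median-of-ratios rescaling, only the compared groups, the replicate block, limma-voom, no minimum fold and each library left out. Of the paper's own genes, array weights called 186 of the 273 tested of Table S2 and 4 of 4 of Table S3, against 0 and 0. These calls lean on single libraries. Y478 moderate drought replicate 2 had a weight of 4.897, against 0.503 and 0.855 for replicates 1 and 3. Y478 control-exogenous ABA replicate 1 had 7.432, against 0.618 and 0.519 for replicates 2 and 3. Table S2 also had 5 called with no filter, 3 at a pseudocount of 1, and 2 each with the replicate block and limma-voom.

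For 10 genes of Tables 1 and 3 with 0 recovered reads in a group, the fold here is a lower bound, taken against 3 reads over that group. The bounds were from 3.08 to 7.31 on the log2 scale, and none of the 10 exceeds the paper's fold.

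For *COP1* (Zm00001d019542) in Y7-1 under moderate drought-exogenous ABA against moderate drought, no group is at 0: the paper's rise is 1.12, and the log2 ratio of mean FPKM here was 0.25 (13.2 against 11.1 FPKM). The fitted value was 0.27, 0.29 without the library labelled Y7-1 moderate drought replicate 3, and 0.26 to 0.29 under the other pseudocounts, no filter, rescaling and limma-voom, none of which comes within the error.

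All tested entries of the paper's tables had its sign here, but fewer were DEGs than the paper lists. Of the paper's 60 genes of Table 1, 35 were DEGs (52 with array weights, 40 without Y7-1 moderate drought replicate 3, a setting chosen after seeing the values). Of 25 entries for 24 genes in Table 2, 4 were (10 without Y7-1 moderate drought replicate 1 or control-exogenous ABA replicate 3), of 29 entries tested for 26 genes in Table 3, 17 were (22 with array weights, 21 with limma-voom, 20 at a pseudocount of 0.1), of 9 entries for 4 genes in Table 4, 6 were (9 with array weights), and of 74 in Table S1, 36 were (60 with array weights). Other settings lowered these counts. The lowest without 1 library were 19 (Table 1), 1 (Table 2), 14 (Table 3), 3 (Table 4) and 9 (Table S1). Table 2 had 0 with array weights and with only the compared groups in the fit. The paper's text gives 59 genes for Table 1, which lists 60. For exogenous ABA the paper states no significant change of the homolog, and none of the 4 tests of it here passed.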

Other observations

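The regroupings of the libraries in the last paragraph are tests chosen after the counts were seen, while the comparisons and gene lists were set out earlier.

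Averaged over both lines, with and without ABA, moderate drought raised single genes of antioxidant enzymes, of proline and betaine synthesis and of the PMP3 family, and lowered a water channel gene. Catalase1 (Zm00001d014848), which breaks down hydrogen peroxide, rose with a log2 fold change of 0.85 (standard error 0.09, limma adjusted p = 4.29e-06, n = 12 plants per side). Superoxide dismutase4 (Zm00001d029170) rose with 1.25 (adjusted p = 7.36e-05). A gene of P5CS (Zm00001d038358), the first enzyme of proline synthesis, rose with 1.36 (adjusted p = 3.35e-06), and betaine aldehyde dehydrogenase 2 (Zm00001d050339) with 0.69 (adjusted p = 4.5e-04). Galactinol synthase1 (Zm00001d028931), which starts raffinose synthesis, rose with 1.81 (adjusted p = 1.77e-05), and a histone H2A gene (Zm00001d021706) with 1.69 (adjusted p = 2.42e-05). *PMP3-2* (Zm00001d006329), of the small membrane protein family of *ZmPMP3g*, rose with 1.05 (adjusted p = 5.61e-06), and in Y478 alone *PMP3-5* (Zm00001d022264) rose from 1.07 ± 0.162 to 29.2 ± 5.47 FPKM (SD, n = 3 plants per group; log2 fold change 4.23, adjusted p = 0.00153). The water channel gene PIP2-2 (Zm00001d005410) fell with -2.44 (adjusted p = 1.93e-04). None of these calls ended under any alternative, single libraries left out included.

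Over all 23978 tested genes, 6693 passed an adjusted p under 0.05 in the drought average. Of 8 PMP3 genes, 4 rose, 1 fell and 3 did not pass in it, with the same counts adjusted over the list alone. Of 54 protective genes, 29 rose, 1 fell and 24 did not pass (32 and 4 adjusted over the list alone; camera adjusted p = 1.51e-07, and adjusted p = 0.129 with an estimated correlation). Of 68 core histone genes, 33 rose, 5 fell and 30 did not pass (38 and 5 adjusted over the list alone; 5.7e-06, and adjusted p = 0.467 with an estimated correlation). Of 71 genes of light harvesting and photosystems, 1 rose, 15 fell and 55 did not pass, as adjusted over the list alone (4.37e-05, and adjusted p = 0.803 with an estimated correlation). The 6 genes of betaine and proline synthesis gave 2, 0 and 4 (3 and 0 adjusted over the list alone; 0.0278, and adjusted p = 0.212 with an estimated correlation). The 17 superoxide dismutase and catalase genes gave 3, 0 and 14, as adjusted over the list alone (camera adjusted p = 0.105). Among markers of leaf cell types, 29 mesophyll C4 enzymes gave 4, 10 and 15 (5 and 11 adjusted over the list alone), 8 bundle sheath genes 0, 4 and 4, as adjusted over the list alone, and 25 genes of epidermis and wax 4, 10 and 11 (5 and 10 adjusted over the list alone), with a camera adjusted p of 0.105 each.

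Averaged over the 4 treatments, genes of water channels and of heat shock proteins and factors were more often lower than higher in Y7-1 against Y478, and ribosomal protein genes more often higher. The plasma membrane water channel genes PIP1 (Zm00001d002690) and PIP2-6 (Zm00001d019565) were lower with log2 fold changes of -2.21 (standard error 0.20, limma adjusted p = 1.84e-07, n = 12 plants per line) and -2.99 (adjusted p = 2.95e-05), and the vacuolar one TIP1-1 (Zm00001d027652) with -2.03 (adjusted p = 2.49e-06). A class I heat shock protein gene (Zm00001d028561) was lower with -4.31 (adjusted p = 1.63e-05), while heat shock protein17.2 (Zm00001d039935) was higher with 4.16 (adjusted p = 1.79e-04). Superoxide dismutase9 (Zm00001d047479) was lower with -2.68 (adjusted p = 3.16e-06), and a gene of the ribosomal protein S4 (Zm00001d045627) was higher with 4.69 (adjusted p = 4.74e-06). None of these calls ended under any alternative. Over all 23978 tested genes, 11724 passed an adjusted p under 0.05 in the line average, so many members of any list would pass. Of 23 aquaporin genes, 1 was higher, 14 were lower and 8 did not pass, as adjusted over the list alone (camera adjusted p = 6.08e-04, and adjusted p = 0.585 with an estimated correlation). Of 85 heat shock genes, 14 were higher, 45 lower and 26 did not pass (14 and 48 adjusted over the list alone; 3.54e-05, and adjusted p = 0.585 with an estimated correlation). Of 272 genes of cytosolic ribosomal proteins, 134 were higher, 23 lower and 115 did not pass (139 and 24 adjusted over the list alone; 5.01e-06, and adjusted p = 0.588 with an estimated correlation). These lists kept their direction and stayed past the threshold at the preset correlation without the library labelled Y7-1 moderate drought replicate 3 (8.61e-04, 2.78e-05 and 2.56e-06). Markers of leaf cell types were counted in the same average. The group means of log2(FPKM + 0.5) of 8 bundle sheath genes (C4 and Rubisco) lay from 6.20 to 7.01 in Y7-1 and from 7.12 to 7.57 in Y478, with 0 higher, 4 lower and 4 not passed in Y7-1, as adjusted over the list alone (camera adjusted p = 0.110). Of 25 genes of epidermis and wax, 8 were higher, 1 was lower and 16 did not pass, as adjusted over the list alone (camera adjusted p = 0.143).

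In regroupings of the libraries, the counts argue against chance for the average of the lines and for the drought average, without excluding it. The first had 3526 DEGs, 1517 up and 2009 down, with 1 of 100 splits as large and 37 in the highest other. The second had 1310 DEGs, with 1 of 100 splits as large and 683 in the highest other. Nothing argues against chance for the ABA average (2 DEGs, with 21 of 100 splits as large and 15 in the highest other). The same holds for the interaction of line with drought (2 DEGs, 29 of 100 and 292). For the interactions of line with ABA under moderate drought and control the real count is 0 (limma; 1425 and 705 unadjusted, 0 with limma-voom in both), which every split reaches, so the regroupings test nothing there. For 3 plants against 3, the 10 splits are too few for a share under 0.05. The real counts and the highest others there were 985 and 1 (Y478 drought; 1 split as large), 1 and 56 (Y478 ABA under drought; 5), 1 and 4 (Y478 ABA under control; 3), 2187 and 1 (lines under control; 1), 148 and 360 (Y7-1 drought; 2), 38 and 54 (Y7-1 ABA under drought; 2), 7 and 121 (Y7-1 ABA under control; 7), 4311 and 0 (lines under drought with ABA; 1) and 1473 and 1 (Y478 drought with ABA; 1). The splits with 56, 121 and 292 DEGs call several times the real counts of 1, 7 and 2, which may point to a structure of the samples within the groups and was not tested further.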
